# Deep Sleep and Parietal Cortex Gene Expression Changes Are Related to Cognitive Deficits with Age

**DOI:** 10.1371/journal.pone.0018387

**Published:** 2011-04-04

**Authors:** Heather M. Buechel, Jelena Popovic, James L. Searcy, Nada M. Porter, Olivier Thibault, Eric M. Blalock

## Abstract

**Background:**

Age-related cognitive deficits negatively affect quality of life and can presage serious neurodegenerative disorders. Despite sleep disruption's well-recognized negative influence on cognition, and its prevalence with age, surprisingly few studies have tested sleep's relationship to cognitive aging.

**Methodology:**

We measured sleep stages in young adult and aged F344 rats during inactive (enhanced sleep) and active (enhanced wake) periods. Animals were behaviorally characterized on the Morris water maze and gene expression profiles of their parietal cortices were taken.

**Principal Findings:**

Water maze performance was impaired, and inactive period deep sleep was decreased with age. However, increased deep sleep during the active period was most strongly correlated to maze performance. Transcriptional profiles were strongly associated with behavior and age, and were validated against prior studies. Bioinformatic analysis revealed increased translation and decreased myelin/neuronal pathways.

**Conclusions:**

The F344 rat appears to serve as a reasonable model for some common sleep architecture and cognitive changes seen with age in humans, including the cognitively disrupting influence of active period deep sleep. Microarray analysis suggests that the processes engaged by this sleep are consistent with its function. Thus, active period deep sleep appears temporally misaligned but mechanistically intact, leading to the following: first, aged brain tissue appears capable of generating the slow waves necessary for deep sleep, albeit at a weaker intensity than in young. Second, this activity, presented during the active period, seems disruptive rather than beneficial to cognition. Third, this active period deep sleep may be a cognitively pathologic attempt to recover age-related loss of inactive period deep sleep. Finally, therapeutic strategies aimed at reducing active period deep sleep (e.g., by promoting active period wakefulness and/or inactive period deep sleep) may be highly relevant to cognitive function in the aging community.

## Introduction

Age-related cognitive deficits are a highly prevalent and important health risk in the human population (reviewed in [1]), can presage development of age-related neurodegenerative disease [2], [3], [4], and are a primary reason for elderly placement in assisted living facilities [5]. Sleep dysregulation is also a common complaint among the elderly. During the night, the constellation of age-related sleep changes include circadian advance, sleep fragmentation, insomnia [6], [7], [8], [9], [10], [11], and loss of deep, slow wave sleep [9], [12], [13], while daytime symptoms include sleepiness, increased napping and breakthrough sleep. Further, healthy younger adults exposed to experimentally induced selective deprivation of night time (inactive period) deep sleep show some aging-like phenotypes, including daytime sleepiness [14], blood chemistry changes similar to those seen in metabolic syndrome (a potential precursor to the development of type II diabetes) and cognitive deficits [15], [16], [17].

Although clearly vital to normal function, sleep is only grudgingly yielding to scientific inquiry regarding its role(s) in physiology. Recent studies suggest that deep, slow wave sleep during the inactive period promotes memory [18], [19], [20], [21], possibly through localized synaptic [22], [23], [24] and macromolecular synthesis [25] effects. Thus, the dysregulated slow wave sleep seen with age might contribute to cognitive deficits seen with aging. Despite the seemingly similar effects of age and sleep dysregulation on cognition, and the high prevalence of sleep changes with age, relatively few studies have investigated possible mechanistic links between sleep architecture changes and age-related cognitive decline.

Here, we used the F344 rat model of aging to investigate this relationship. Young and aged rats were surgically implanted with wireless telemetry devices in order to measure sleep architecture. Each subject was evaluated for cognitive performance on the Morris water maze. Further, microarray analysis assessed potential molecular relationships among aging, behavior, and sleep in brain tissue. Because sleep stages have been reported to be brain region specific, we selected parietal cortex for array analysis as it was closest to the recording electrodes (and therefore hypothetically most germane to correlations with sleep measures).

## Materials and Methods

### Subjects

Young adult (3 mo) and aged (21 mo) male Fischer 344 rats obtained from the NIA aging colony were individually housed with crinkled paper bedding and a cardboard tube. Animals were maintained on a 12:12 light/dark cycle in the housing facility and were given access to food and water ad-libitum. All animals were evaluated for pathology (e.g., pituitary and mammary tumors, splenomegaly, and cataracts). Two aged subjects were excluded (one with a pituitary tumor, one with a mammary tumor) leaving n = 9 young and n = 9 aged for subsequent analyses.

#### Ethics statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the University of Kentucky Office of Research Integrity Institutional Animal Care and Use Committee. Surgical (isoflurane) and euthanatising (CO_2_) anesthesia were used and all efforts were made to minimize suffering.

### Surgery

All subjects were implanted with wireless EEG/EMG emitters according to standard procedures (Data Sciences International- TL11M2-F40-EET). Briefly, animals were anesthetized with isoflurane and placed in a stereotaxic frame. A two inch incision was made to expose the skull and spinotrapezius muscles. The emitter was placed under the skin between the left scapulae and the left ileum along the flank. The exposed dorsal region of skull was cleaned with 3% peroxide and the skull surface dried with sterile cotton swabs soaked in 70% ethanol. A 0.7 mm hole was drilled 1 mm from either side of the sagittal suture line and 1–2 mm anterior to the lambda suture line for the EEG leads. EEG leads were bent into a ‘u’ shape and the base of the ‘u’ inserted into the hole so that wire contacted the dura over the parietal cortex. They were then covered with dental cement and left to dry. EMG activity was recorded by surgically inserting two wire electrodes perpendicular to trapezius muscle fiber. The free wire end was capped with insulation and both sides of the incision were tied off with surgical thread to prevent fluid infiltration into the insulation. The incision was then closed with 4–6 mattress stitches. Immediately after surgery, data was collected from the emitters implanted in the rats. This allowed us to monitor their surgery recovery and to evaluate when they had stable sleep/wake patterns. One young animals' emitter failed and his sleep architecture data is not included in the study.

### Sleep Data Acquisition and Analysis

Animals were housed individually and cages were at least 18” apart to avoid interference during radiotelemetry data acquisition. For these nocturnal rodents, the first four hours of active (dark) and inactive (light) periods on the day prior to the water maze probe trial were analyzed. Two independent researchers scored each sleep segment using Neuroscore's analysis console. EEG, EMG, temperature and locomotor activity data were recorded continuously with DSI's Data Art acquisition software and binned in 10 second epochs. Epochs were scored in 30 second increments while being viewed in both 2 minute and 5 minute windows. EEG waves were stratified into ‘low amplitude’ (≤50% of maximum) and ‘high amplitude’ (> 50% of maximum) tiers, and underwent fast Fourier transforms for each of 5 frequency ranges: Δ (0.5–4 Hz), Θ (4–8 Hz), Α (8–12 hz), Σ (12–16 Hz) and B (16–24 Hz). EMG waves were stratified into 3 tiers: ‘basal’ ≤33% (seen during REM); ‘intermediate’ (between 33% and 66%); ‘high’ (> 66%). Stages were established as follows: Wake- intermediate or high EMG ± locomotor activity, EEG variable; Light sleep- low amplitude EEG, intermediate EMG, and no locomotion; REM (paradoxical) sleep- high frequency EEG, ‘basal’ EMG and no locomotor activity; deep sleep- high amplitude EEG activity enriched in delta band frequency, basal to light EMG activity, no locomotor activity. Prior assigned sleep stages informed subsequent assignments. Ambiguous epochs, those disagreed upon by independent scorers, as well as those containing artifacts, were not scored and accounted for <5% of scored time.

### Water Maze Testing

The water maze (black circular pool, 190 cm in diameter) was placed equidistant (∼60 cm) to a continuous wall of black curtains hanging from the ceiling, making the environment relatively neutral. Three high contrast black and white cues (90 cm×90 cm, representing a circle, triangle and vertical lines), were placed on the curtains. Pool temperature was maintained at 26±2°C. One quadrant contained a 15 cm diameter escape platform covered with black neoprene for improved traction. Illumination in the room was set such that the Videomex-V water maze monitoring system (Columbus Instrument, Columbus, OH) could reliably monitor animal movements with no artifacts. The Morris water maze [26] training and probe sessions took place between 10AM and 2PM as previously published [27], [28], [29], [30]. This ‘standard operating procedure’ for water maze testing in rats occurs during their inactive period. Thus, the duration of this procedure was kept consistent (4 hours) across all subjects on each day of behavioral acquisition to control for potentially sleep disruptive influences. Prior to surgery, animals were evaluated on a visual cue task (3×60s per day, 4 days). All animals were able to swim directly to the visual platform by the 12^th^ trial (data not shown). Animals were then implanted (see above) and allowed to recover for 2 weeks. Sleep architecture and behavior were then evaluated during the third week. For maze performance, a 5 day protocol was used (day 1: visual cue trial; days 2–4: 3 trials per day, hidden platform; day 5- probe trial with platform removed). On the cue and training days, each animal began in a different quadrant on each of three trials. They were given one minute to find the platform, one minute on the platform and a two minute inter-trial interval. On the probe day, the platform was removed and each rat was given one 60 s trial. Path length and latency were measured to either the platform (trial) or a computer-superimposed silhouette of the platform (probe) (Videomex-V water maze monitoring system, Columbus Instrument).

### Tissue Collection and Microarray Analysis

Immediately after the probe trial, rats were killed by CO_2_ anesthesia and rapid decapitation. For a subset of animals selected by order of entry (the first 6 animals per age group) brains were removed and parietal cortex dissected out in chilled (0°C) artificial cerebrospinal fluid. Parietal cortex was selected for the present study to facilitate transcriptional profile correlation with slow wave activity measured during deep sleep as this was the cortical region beneath which the EEG recording electrodes were situated. Tissue was flash frozen and stored at −80°C for subsequent microarray analysis. RNeasy mini kit (Qiagen) was used to extract RNA and quality of starting RNA was measured with Agilent Bioanalyzer technology (RNA Integrity Number  = 9.4±0.1). Each sample (one per subject) underwent RNA extraction, purification, and cDNA labeling separately, as described previously [27], [28], [29], [30], [31], [32] and according to standard Affymetrix procedures. Labeled cDNA from each subject was individually hybridized to an Affymetrix rat microarray (RAE230 2.0, 31099 probe sets). All arrays passed standard Affymetrix quality control (gene expression console v. 1.1): GAPDH 3′–5′ ratio 1.05±0.03, RawQ 2.51±0.16, Background noise 70.5±4.1. Scaling factor, based on target intensity of 500, Young: 1.34±0.25, Aged: 1.27±0.20; as well as % Present- Young: 67.5±1.0, Aged: 66.6±1.9 were not significantly different across treatment groups (t-test, p>0.3). Visual inspection of residual sign images of .cel files using Affy PLM [33] revealed no major geographic defects in microarray signal intensity.

The gcRMA probe level algorithm (‘justgcRMA’ command run in Bioconductor in the R operating environment) calculated signal intensities [34], [35]. Only unique probe sets/genes with ‘A’ grade annotations and at least 3 chips with signal intensities >4.3 were retained for further analysis. Values were transferred to Excel (2007, Microsoft), Bioconductor [34], MultiExperiment Viewer [MEV, [36]] and the DAVID suite of bioinformatic tools [37] for subsequent analysis. Specific statistical procedures are outlined in Results. The signal intensity (gcRMA) and images (.cel files) have been deposited to the MIAME compliant Gene Expression Omnibus (GEO) database [[38] - accession #GSE24515].

## Results

### Water Maze

Animals were trained in the Morris water maze task 3 times per day for 3 days, and administered a probe trial on the 4^th^ day (see Methods). Escape latencies across all 9 training trials were averaged for each animal and then treated as a single observation for that subject. As shown in Figure 1 (upper left) aged rats took significantly longer to find the hidden platform during training. Aged rats also took significantly longer than their younger counterparts (latency; Fig. 1; upper right) to reach the goal annulus during the probe trial. Similar age-related deficits were revealed by escape path length measurements (Fig. 1, lower panels, significant in training, trend to significant p<0.15 in probe trial). These data confirm numerous previous studies in which aged animals do not perform as well as young (e.g.,[27], [29], [39], [40]). There was no significant difference in swim velocity between young and aged subjects (probe trial: young 28.6±2.3 cm/sec; aged 28.4±3.8 cm/sec; p = 0.96; ttest), suggesting that an age-related change in swim speed did not account for increased latency.

**Figure 1:**
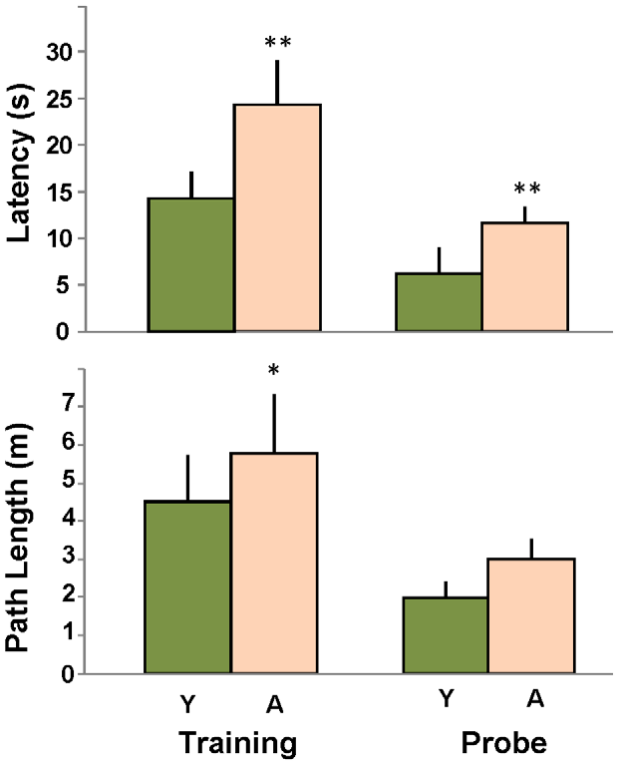
Aged rats show a deficit in performance on the Morris water maze. **Upper:** Time to reach the platform (escape latency) averaged over training (left), or time to reach platform annulus during probe trial (right). **Lower:** Path length to reach platform during training (left) or platform annulus during probe trial (right). (* p≤0.05; ** p≤0.01; 2-ANOVA repeated measures, post-hoc pairwise Fisher's protected Least Significant Difference).

### Sleep Architecture

Each animal in the study was surgically implanted with a wireless EEG/EMG/temperature/locomotion telemetry system (see Methods) at least 3 weeks prior to the water maze study. To evaluate potential changes in sleep architecture (duration and intensity of different stages of sleep) with age, we manually characterized sleep and wake behavior for the first four hours of a single active and inactive period (see Methods). As a positive control to validate our analysis system, we reasoned that animals would show relatively more sleep during the inactive period. Our results (Fig. 2a) clearly show a strong effect of period with both young and aged animals spending significantly more time sleeping in the inactive period, and no significant difference in total sleep time with age.

**Figure 2:**
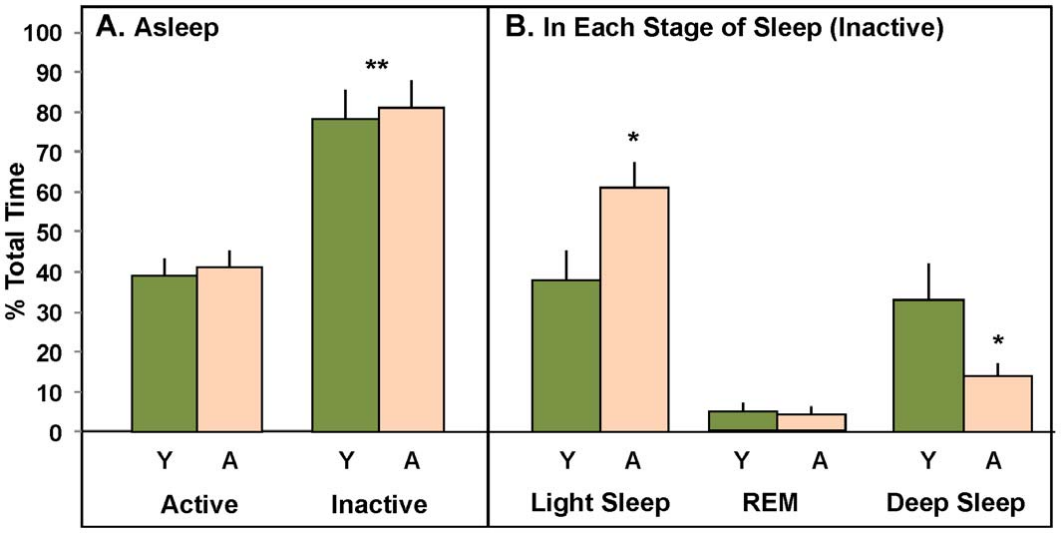
Selective loss of deep slow wave sleep with age. EEG, EMG, temperature, and locomotion radiotelemetry were recorded from young and aged subjects. **A**. % time asleep plotted as a function of age for 4 h blocks of the active vs. inactive periods. A significant increase in time asleep during the inactive period (** p<0.01, 2-ANOVA main effect of period), but no effect of age or interaction, was seen. **B**. Sleep staging analysis from first 4 hours of inactive period- staged as ‘light’ (low frequency, low amplitude EEG activity, basal – intermediate EMG activity), REM (rapid eye movement/paradoxical - high frequency, low amplitude EEG activity, basal EMG activity), and ‘deep’ sleep (low frequency, high amplitude EEG activity, basal – intermediate EMG activity- see Methods for complete description of staging analysis). Aged animals showed a significant increase in light sleep, no significant difference in REM sleep, and a significant decrease in deep slow wave sleep compared to their younger counterparts (repeated measures 2-ANOVA with a significant main effect of sleep stage [p<0.001] and interaction [p<0.001], with significant [* p<0.05] post-hoc Tukeys pairwise comparisons across age within deep sleep).

Prior studies have reported a loss of the deep slow wave sleep component with age in both rodents and humans [12], [41], [42], [43], [44] although see reports [45], [46]. To evaluate age-related changes in deep sleep, we segregated the first four hours of the inactive period, a time frame reportedly enriched in deep slow wave sleep [47], [48], into component wake, light, REM, or deep (slow wave) sleep (see Methods). The percentage of total time spent in each identified stage is plotted (Fig. 2B) and shows a significant age-related increase in light sleep at the expense of deep sleep.

We next performed a power analysis investigating the intensity of deep sleep during the inactive period. The first four bouts of inactive period deep sleep (‘bout’ defined as ≥2 min. uninterrupted deep sleep) from each subject were analyzed. Fast Fourier EEG transforms were used to calculate power for each of 5 frequency ranges: Δ (0.5–4 Hz), Θ (4–8 Hz), Α (8–12 hz), Σ (12–16 Hz) and B (16–24 Hz). Results were averaged within each frequency range across all four bouts for each animal and treated as a single observation. Results are plotted and analyzed as a function of age (Fig. 3- spectral analysis). Deep sleep's large Δ component was significantly and selectively decreased in aged subjects. Taken together, these results show that inactive period deep sleep duration and intensity (power) were reduced with age.

**Figure 3:**
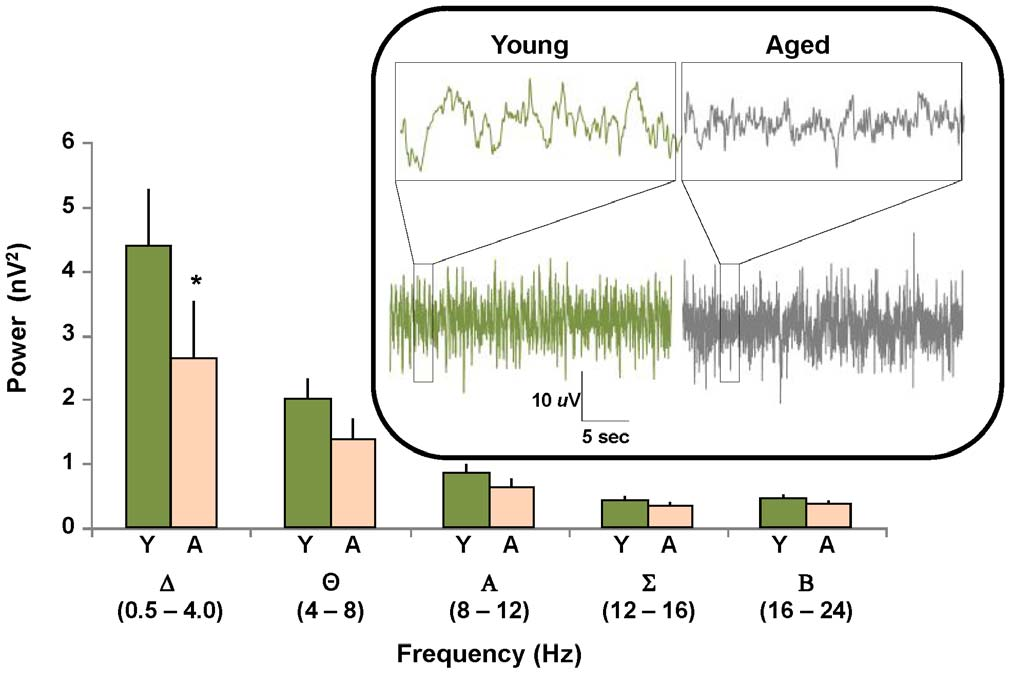
Loss of deep sleep delta power with age. Averaged power of delta, theta, alpha, sigma, and beta frequencies (x axis) are plotted as a function of age. Delta, the dominant hallmark frequency of deep sleep, is significantly reduced with age (2- ANOVA repeated measures; p<0.001 main effect of frequency; p = 0.08 main effect of age; p = 0.03 interaction term; * p<0.05 post-hoc Tukeys test). **Inset:** Representative EEG traces from young and aged subjects during deep sleep (upper detail- 1 s window) depicts reduced large amplitude, slow wave activity with age.

#### Relationship between deep sleep and water maze performance

Because a significant inactive period deep sleep loss paralleled age-related behavioral deficits in the Morris water maze, we hypothesized that as deep sleep was lost, maze performance would worsen in individual subjects. Both deep sleep duration and power were tested against water maze latency and path length. Contrary to our prediction, all results were non-significant (e.g., Fig. 4A p>0.9, Pearson's correlation between inactive period deep sleep and training trial path length). Interestingly, there was a significant correlation between increasing maze training path length (worsening performance) and increased *active* period deep sleep (Fig. 4B- as active period deep sleep increased, maze performance worsened), suggesting that increased deep sleep during a normally wake-enriched period could be disruptive for maze performance. Further, if subdivided by age, the young subjects show no significant correlation between maze performance and active period deep sleep (R = 0.4; p = 0.29), while the aged subjects show a significant correlation (R = 0.63; p = 0.03), indicating that the overall correlation is primarily driven by the relationship between deep sleep and maze performance within aged subjects.

**Figure 4:**
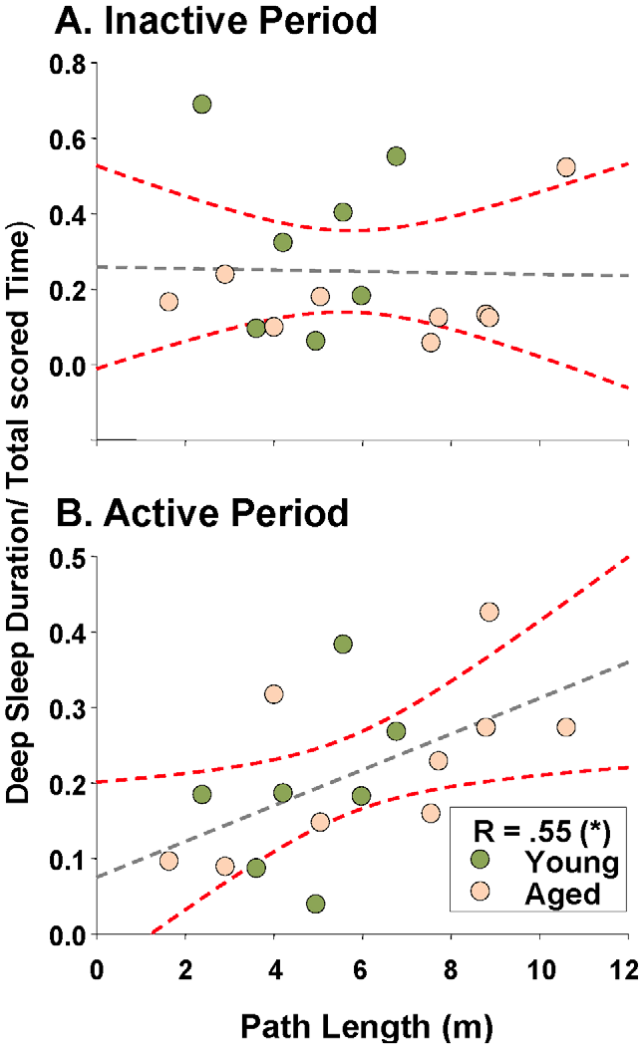
Maze performance is not correlated with duration of deep sleep during the inactive period (A. p>0.9), but worsens with increased active period deep sleep (B. p = 0.023; Pearson's test). The proportion of deep sleep duration divided by total time scored (y axis) is plotted as a function of average training path length (x axis). Animals that experienced more deep sleep during the active period tended to have increased path lengths (worsened performance).

### Microarray Transcriptional Profile of Parietal Cortex

Because EEG electrode placement was over parietal cortex, gene transcriptional profiles were taken from the same region to more accurately align results from these two different measurement systems. Gene transcription of the parietal cortex was analyzed for aging, behavior, and deep sleep associated transcriptional influences (Fig. 5A). Parietal cortex was removed from a subset of subjects (n = 6/age group) and extracted RNA was hybridized to individual microarrays (Affymetrix RAE 230 v. 2). 

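RNA from the parietal cortex of 6 young and 6 aged male F344 rats was measured on 12 Affymetrix RAE230 2.0 arrays, 1 array per rat, so each value has n = 6 rats per age group. The paper gives the ages as 3 and 21 months, and the deposited sample labels as 3 to 5 and 21 to 23 months. The sample titles name parietal cortex, as the paper does, while the tissue field of the same labels names frontal cortex. Each array reports a signal intensity for 31099 probe sets, which are groups of short probes that each match part of a transcript. The deposited values are linear intensities, and the mean of each array, with 2% of the values trimmed at each end, is 500.1. The submitters' processing notes name MAS5 and GCRMA, and the methods name gcRMA, whose values are on a log2 scale. Because the deposited values are linear, their log2 was taken here. The paper's cutoff of 4.3, set on gcRMA values, was applied to this log2, at a signal of 19.7. The median signal per array ranged from 161.6 to 171.9 (median 168.4) in young rats and from 167.9 to 194.3 (median 173.6) in aged rats, and the number of arrays limits the precision. Each gene was compared between aged and young rats with limma, which shares information on the variance across genes, with Benjamini-Hochberg adjustment over all genes tested. Fold changes are aged over young throughout, on the log2 scale unless stated. The submitters' sample codes fall into a lower number series of 7 arrays (3 young and 4 aged rats) and a higher series of 5 arrays (3 young and 2 aged rats), and counts are also given within each series.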

Probe sets that were not “A” grade annotated, unique, and present (i.e., had sufficient signal strength- Fig. 5C) were excluded from analysis. 

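Of the 31099 probe sets, 28193 exceeded the cutoff on at least 3 arrays. The paper set the cutoff on its gcRMA values, and on the deposited scale it falls on no clear saddle, so a probe set above it is not shown to be expressed. The share of probe sets called present that the paper reports is 67.5% in young and 66.6% in aged rats, from a detection call not used here. The array annotation used here pairs 20832 probe sets with 1 gene symbol, 436 with several symbols and 9831 with none. Probe sets with 1 symbol covered 14218 genes, each represented by its probe set with the highest mean signal. Of these genes, 13253 exceeded the cutoff on at least 3 arrays and 11434 on all 12 arrays. With the cutoff moved to the ends of the paper's saddle region, 13712 genes passed at 3.5 and 11952 at 5.5. The A grade of the array annotation was not used here, so the genes tested include ones without that grade.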

The remaining 8,080 genes were analyzed for effects of aging (pairwise t-test comparison between young and aged subjects), behavior (correlation with water maze probe latency- Fig. 1) and deep sleep (correlation with duration during the inactive period- Fig. 2B right). Water maze performance, and to a lesser degree aging, appear to have strong, statistically reliable transcriptional signatures. Conversely, deep sleep during the inactive period correlates with fewer genes than would be expected by chance (false discovery rate >1 for sleep in Fig. 5B). 

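Of the 13253 genes tested, 334 (2.52%) had an unadjusted p up to 0.01 with limma, where a flat distribution gives 133, a ratio of expected to found genes of 0.397. Of 100 drawn splits of the 12 arrays into 6 and 6, 5 gave at least this many, the real one included (highest other 415), so chance could not be excluded for this number. Slc22a3, which encodes a transporter of organic cations, was among the genes with the smallest p-values. Among the dimmest 3314 genes by mean signal, 91 were higher in aged rats and 15 lower at this threshold, against 95 and 18 among the next 3313, 41 and 19 among the 3313 after these, and 27 and 28 among the brightest 3313. With the methods' t-test 325 genes reached the same threshold. Latency per rat was not used here, so the p-values for behavior were not recomputed. From the excess of genes over chance at small p-values, the paper proposes that maze performance, and less so aging, have statistically reliable transcriptional signatures.

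**Figure D1:**
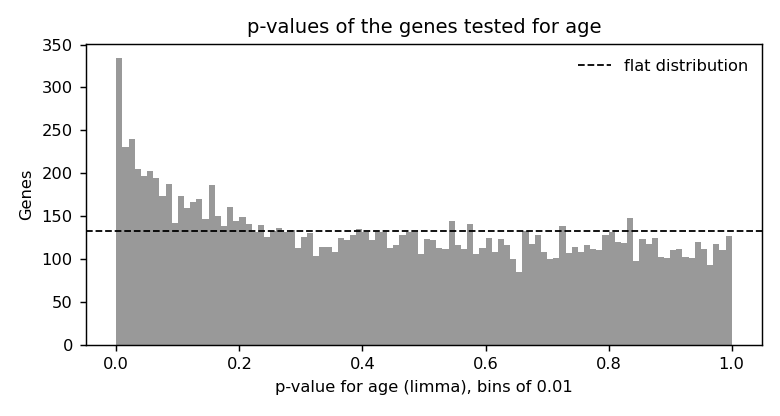
Number of genes (y axis) in each bin of 0.01 of the unadjusted limma p-value for age (x axis), over 13253 genes and 12 rats. The dashed line at 133 genes is a flat distribution, and the first bin holds 334 genes.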

Because we observed a statistically significant correlation between maze performance and active period deep sleep, we also examined gene signatures associated with active period deep sleep (see ‘Genes associated with active period deep sleep gain’).

**Figure 5:**
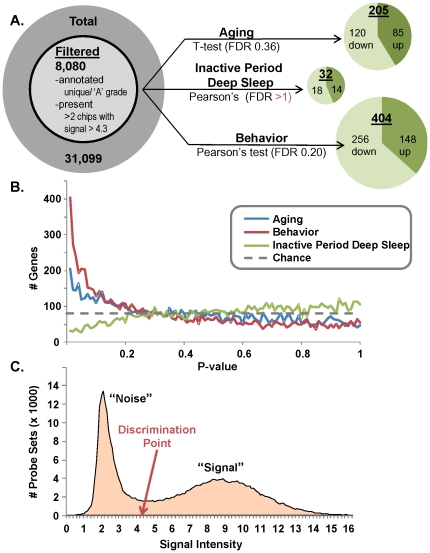
Microarray analysis overview. **A**. *Left:* Microarray filtering strategy. Probe sets with low quality annotations were removed. To address redundancy, if two ‘A’ grade probe sets claimed to represent the same gene symbol, only the probe set with the highest average signal intensity was retained. Among these, probe sets for which more than 2 arrays reported a signal intensity >4.3 were retained for analysis. *Center:* 3 tests were performed on the data- Aging, Behavior (correlation with Probe Trial latency), and Sleep (duration of deep sleep during the inactive period). Type of test used (α = 0.01 for all tests) and False Discovery Rate (FDR) are shown. *Right:* Significant results separated into up and downregulated for each test. Size of pie charts are roughly proportional to number genes found (note: sleep analysis finds fewer genes than expected by chance). **B**. P-value histograms for statistical results plots the number of genes found significant as a function of the p-value cutoff bin (0.01 increments) in which they were discovered. Both behavior (red) and aging (blue) show more genes than expected by chance (dashed gray line) at small p-values, while inactive period deep sleep (green) does not. **C**. Signal intensity frequency histogram depicts rationale for choosing 4.3 as a cutoff for presence calls. The number of probe sets (y axis) are plotted as a function of signal intensity (x axis). A narrow, low intensity ‘noise’ peak centered around 2.4, a broad high intensity ‘signal’ peak around 8.8, and a saddle region between the two from ∼3.5–∼5.5 are apparent. We selected the midpoint of that saddle region to discriminate signal-rich from noisy probe sets.

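On the deposited scale, the log2 signals of all 12 arrays formed 1 broad peak, highest at 8.55 with bins of 0.1 and at 8.70 with bins of 0.2. A small low peak lay below the cutoff. With bins of 0.1 it held 1654 values at 2.95, and the counts then fell to 1555 at 3.15, against 5291 in the highest bin. With bins of 0.2 the counts fell from 3251 values to 3129 at 3.10, a fall of 3.75%. With bins of 1 log2 unit the counts rose at each of the 14 steps below the highest bin. Whether the fall exceeds the noise between bins was not tested. Of all values, 15.3% lay at or below the cutoff of 4.3 and 15.6% lay between 3.5 and 5.5. On an array, 83.3% to 85.9% of probe sets exceeded the cutoff in young rats and 84.3% to 87.1% in aged rats. The probe set that represents Myzap had a mean signal of 9.13 ± 2.40 (SD, n = 6) in young rats, below the cutoff, and 34.0 ± 10.4 (SD, n = 6) in aged rats, above it.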

#### Aging Transcriptional Profile

205 genes changed significantly with age (α =  0.01; Fig. 5A). Of these, 85 were upregulated and 120 downregulated (see Table S1 for an alphabetical list of genes significant in at least one of the three analyses). 

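In the aged parietal cortex 6 genes rose and 1 gene fell at an adjusted p under 0.05. Npc2, which carries cholesterol out of lysosomes, rose from a signal of 2364 ± 234 in young rats to 3646 ± 254 in aged rats (SD, n = 6 each), a log2 fold change of 0.63 (standard error 0.078, adjusted p = 0.0183 from limma). Lcp1, the actin-bundling protein L-plastin of white blood cells and microglia, rose from 266 ± 43.6 to 430 ± 35.5, a log2 fold change of 0.70 (standard error 0.10, adjusted p = 0.0441). Slc22a3, a transporter of organic cations, fell from 192 ± 30.1 to 79.1 ± 20.5, a log2 fold change of -1.30 (standard error 0.16, adjusted p = 0.0183). Galm, the mutarotase of galactose metabolism, rose by 0.35 (standard error 0.047, adjusted p = 0.0259). Sft2d2 rose by 0.57 (standard error 0.072, adjusted p = 0.0183), but had 0.31 (adjusted p = 0.486) when its probe sets were averaged. Jhy rose by 1.18 (standard error 0.17, adjusted p = 0.0420). Myzap, a gene of cell junctions whose young signals all lay below the cutoff, rose at least 1.67-fold with these set to the cutoff (adjusted p = 0.0129 from limma on the measured values). Aged rat 2 had 118 for Slc22a3 against 61.5 to 80.9 in the other aged rats, and young rat 4 had 13.7 for Myzap against 6.93 to 9.23 in the other young rats. For each of these 7 genes all 6 aged rats lay beyond all 6 young rats.

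At the paper's unadjusted threshold of 0.01, 254 genes were higher and 80 lower in aged rats, so 76.0% were higher. With quantile normalization between arrays the split was 180 higher and 112 lower, or 61.6% higher. Without the aged rats 2 and 6, whose arrays correlate least with the others, it was 215 and 115, a choice made after seeing the data. Within the lower code series 118 genes were higher and 41 lower, and within the higher series 152 and 44, with 286 and 78 when the series was a block. The lower genes numbered 46 without young rat 6 and 121 without aged rat 2. The number of genes past the adjusted threshold was 0 without young rat 1 (1260 at an unadjusted p up to 0.05), 1 without aged rat 3 or aged rat 6, 2 without aged rat 2, and 4 without young rat 2 or aged rat 5.

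**Figure D2:**
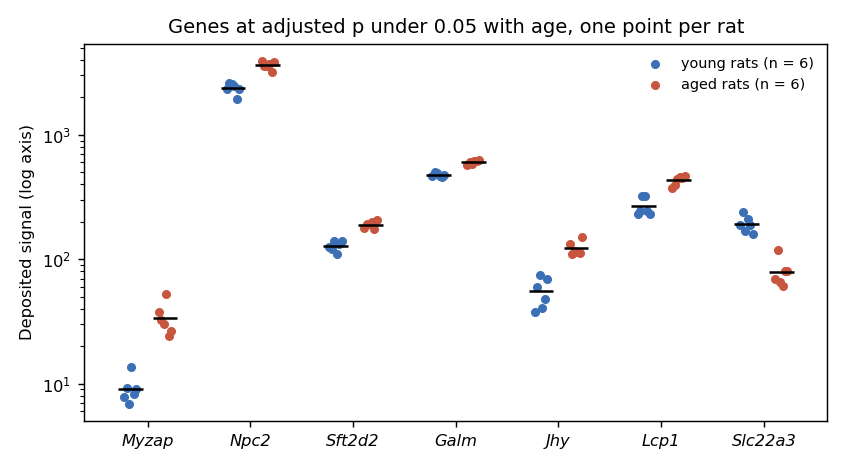
Deposited signal (y axis, log scale) of the 7 genes at adjusted p under 0.05 (x axis), with 1 point for each of the 6 young and 6 aged rats and a line at each group mean. The aged rats lie above the young for 6 genes and below them for Slc22a3.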

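Most genes of the lysosome and of microglia were higher in aged rats, and most genes of the postsynaptic density were lower. Chance could not be excluded for these lists. Of 52 lysosomal genes tested, 43 were higher and 9 lower, with a median log2 fold change of 0.14. Npc2 rose at an adjusted p under 0.05 over all genes, and 10 higher and 0 lower passed when adjusted over the list alone, while 42 did not pass. Among the 10 were Ctsz, a cathepsin protease, at 173 ± 33.3 in young and 257 ± 39.1 in aged rats (SD, n = 6 each), and Hexa, a subunit of beta-hexosaminidase, at 728 ± 31.0 and 838 ± 31.6. Of 33 genes of microglia and complement, 29 were higher and 4 lower (median 0.24), with Lcp1 past the test over all genes and 7 higher, 0 lower when adjusted over the list alone. Fcer1g and Fcgr2b, which encode immunoglobulin receptor chains, had log2 fold changes of 0.44 (standard error 0.10) and 0.73 (standard error 0.16). Of 55 genes of the postsynaptic density and glutamate receptors, 12 were higher and 43 lower (median -0.10). None passed over all genes, and 1 higher and 1 lower passed when adjusted over the list alone. These were the scaffold proteins Homer3 at a log2 fold change of 0.67 (standard error 0.15) and Lin7b at -0.27 (standard error 0.064). On the same arrays the neuronal marker list had a median of -0.059, the myelin list 0.28 and the blood cell list 0.46.

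The shifts of the 3 lists had adjusted p-values of 1.94e-07, 3.55e-07 and 1.25e-06 in the same order (camera in limma, which sets a list against all other genes with a preset correlation of 0.01). With an estimated correlation the adjusted p was 0.125 for the lysosome, 0.237 for microglia and complement and 0.125 for the postsynaptic density, so none of the 12 lists called with the preset correlation passed. Of 100 drawn splits of the arrays, 1, 8 and 7 gave a median as large, in the same order. The lists were written after the age p-values of Table S1, from these arrays, had been seen. Of their genes, 11, 4 and 1 are age genes there, so the splits do not exclude chance. The aged rat 6 had the highest mean of the microglia list, 0.78 above the young mean on the log2 scale against 0.061 to 0.33 in the other aged rats, and without it the median was 0.19. With the code series as a block the medians were 0.14, 0.31 and -0.069, within the lower series 0.10, 0.26 and -0.12, and within the higher series 0.21, 0.37 and -0.063. The postsynaptic median was -0.061 with the mean of probe sets.

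**Figure D3:**
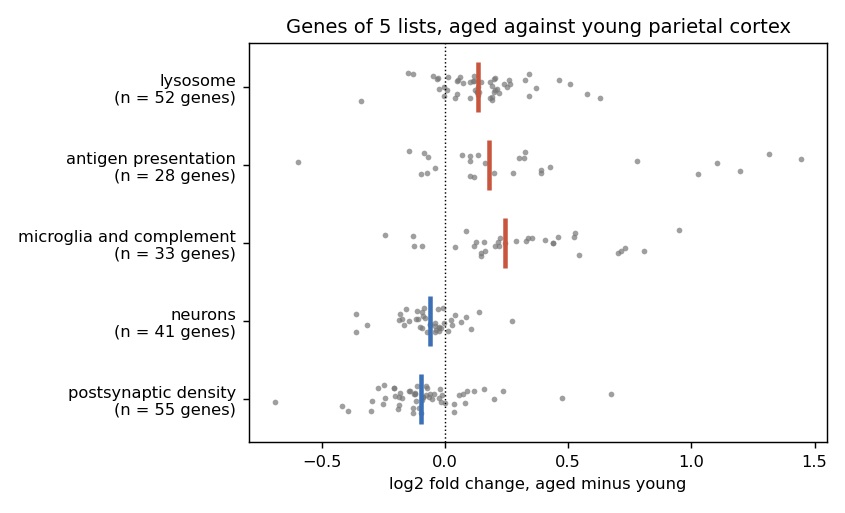
log2 fold change with age (x axis, aged minus young) of each gene in the lists named on the y axis, with 1 point per gene and a line at each median. The points of the lysosome, antigen presentation and microglia lists lie mostly above 0, and those of the neuron and postsynaptic lists mostly below it.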

Pathway level investigations of the aging signature identified lysosomal and immune upregulation, as well as synaptic pathway downregulation groups (Table 1).

**Table 1:** Selected functional processes identified by the DAVID overrepresentation functional clustering algorithm (see Methods) are shown for aging, behavior, and sleep related genes.

Ontology	GO ID	Description	#	p-value
**Upregulated with Age**				
CC	GO:0005764	lysosome	13	1.88^-09^
BP	GO:0019882	antigen processing and presentation	7	3.11^-07^
CC	GO:0022627	cytosolic small ribosomal subunit	4	0.00776
CC	GO:0005770	late endosome	4	0.00899
BP	GO:0030595	leukocyte chemotaxis	3	0.01653
**Downregulated with Age**				
BP	GO:0006950	response to stress	21	0.00206
MF	GO:0017076	purine nucleotide binding	25	0.00212
BP	GO:0032412	regulation of ion transmembrane transporter activity	3	0.01071
BP	GO:0052548	regulation of endopeptidase activity	4	0.02458
BP	GO:0048812	neuron projection morphogenesis	6	0.04123
**Increased as Animals Take Longer to Complete the Maze**				
BP	GO:0012501	programmed cell death	18	0.00200
CC	GO:0005773	vacuole	12	0.00899
BP	GO:0015031	protein transport	23	0.01110
BP	GO:0007049	cell cycle	18	0.01216
MF	GO:0003743	translation initiation factor activity	6	0.01289
BP	GO:0016052	carbohydrate catabolic process	6	0.02935
BP	GO:0006412	translation	13	0.03957
**Decreased as Animals Take Longer to Complete the Maze**				
BP	GO:0006816	calcium ion transport	6	0.00493
BP	GO:0050804	regulation of synaptic transmission	7	0.01093
CC	GO:0014069	postsynaptic density	5	0.02272
**Increased with Active Period Deep Sleep in Aged Animals**				
BP	GO:0006414	translational elongation	11	0.00010
BP	GO:0006412	translation	15	0.00373
CC	GO:0005840	ribosome	12	0.00344
**Decreased with Active Period Deep Sleep in Aged Animals**				
BP	GO:0042552	myelination	9	0.00002
MF	GO:0046943	carboxylic acid transporter activity	8	0.00080
BP	GO:0006643	membrane lipid metabolic process	6	0.00806
CC	GO:0005856	cytoskeleton	30	0.01336
BP	GO:0008088	axon cargo transport	4	0.01388
CC	GO:0043005	neuron projection	19	0.04293

The filtered gene list (8080 genes) was used as background, and each of the six gene lists (Up or Downregulated with age; Increased or Decreased as a function of latency in the water maze; Increased or Decreased as a function of active period deep sleep duration) were analyzed separately in the Gene Ontology. A single process (p≤0.05) from each cluster was selected. *Abbreviations*: GO ID- Gene Ontology Accession ID; CC- cellular component; BP- biological process; MF- molecular function; #- number of genes significant in category; p-value- DAVID statistical test result.

Upregulated aging-identified processes appeared similar to those found in other rodent brain aging microarray studies, particularly antigen presentation/inflammatory and lysosome/endosome related pathways [27], [28], [29], [49], [50], [51], [52], [53], [54], [55]. 

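Genes that present antigen were higher in the aged cortex, with the class II genes of the rat major histocompatibility complex (RT1) leading. Of 28 antigen presentation genes tested, 21 were higher and 7 lower, with a median log2 fold change of 0.18. RT1-Db1, a class II chain, had a signal of 30.8 ± 10.9 in young and 82.0 ± 19.2 in aged rats (SD, n = 6 each), and RT1-Da, its partner chain, 159 ± 33.4 and 416 ± 164. Cd74, the invariant chain that accompanies class II molecules, was 2.29-fold higher at 194 ± 44.3 and 455 ± 155. The class I gene RT1-M3-1 was 1.31-fold higher. In each of these 4 genes all 6 aged rats lay above all 6 young rats. None passed over all genes, RT1-Db1 and RT1-M3-1 being nearest at an adjusted p of 0.0598 from limma, and 8 were higher and 0 lower when adjusted over the list alone. The list's adjusted p was 6.53e-05 with camera, and the adjusted p was 0.205 with an estimated correlation. Of 100 drawn splits of the arrays 4 gave a median as large. The list was written after the age p-values of Table S1 had been seen, so the splits do not exclude chance. RT1 genes form a multigene family, and a probe set may read more than 1 of them. The median was 0.22 with the code series as a block, 0.16 within the lower series and 0.21 within the higher series. On the same arrays the microglia list had a median of 0.24 and the blood cell list 0.46. Laptm5, a lysosomal membrane protein of blood-derived cells, was 1.42-fold higher (adjusted p = 0.258).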

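Genes of the heat shock response and of protein folding in the endoplasmic reticulum were slightly lower in the aged parietal cortex, with no single gene past the test. Of 53 such genes tested, 14 were higher and 39 lower, with a median log2 fold change of -0.084. Dnajb11, a co-chaperone of the endoplasmic reticulum, had a signal of 774 ± 30.7 in young and 669 ± 38.2 in aged rats (SD, n = 6 each). Dnajb5, a cytosolic member of the same family, had 1265 ± 232 and 951 ± 64.2. Serp1, which protects newly made membrane proteins under stress, had 2766 ± 92.4 and 2525 ± 66.4. In these 3 genes all 6 aged rats lay below all 6 young rats. Hsph1, a large heat shock protein, had a log2 fold change of -0.23 (standard error 0.068). No member passed over all genes with limma, and 0 passed when adjusted over the list alone, while 3 were lower at an unadjusted p up to 0.01, and 2 higher and 7 lower up to 0.05. The list's adjusted p was 1.25e-06 with camera, and the adjusted p was 0.125 with an estimated correlation. Of 100 drawn splits of the arrays 3 gave a median as large. As this list too was written after the age p-values of Table S1 had been seen, the splits do not exclude chance. The median was -0.084 with the code series as a block, -0.056 within the lower series and -0.12 within the higher series, and it was -0.055 without aged rat 6. On the same arrays the neuronal marker list had a median of -0.059, the myelin list 0.28, the microglia list 0.24 and the blood cell list 0.46.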

Downregulated processes reflected a blunted stress response and cell signaling (purine nucleotide binding, ion transport, regulation of endopeptidase activity- possibly related to the stress response). However, there was a notable lack of downregulated aging processes related to neurons (with the exception of neuron projection morphogenesis) as compared to prior hippocampal aging studies [27], [28], [29], [30], [52], [53].

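Neuronal marker genes were slightly lower in aged rats, with no single gene past the test. Of 41 neuronal genes tested, 9 were higher and 32 lower, with a median log2 fold change of -0.059. Scn2a, a neuronal sodium channel, had a signal of 3684 ± 153 in young and 3287 ± 271 in aged rats (SD, n = 6 each). Syn1, a synaptic vesicle protein, had 6414 ± 343 and 5810 ± 446, and Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons, had 4556 ± 146 and 4215 ± 404. The neuropeptide gene Crh was 0.778-fold of its young level. None of the 41 passed over all genes with limma or when adjusted over the list alone, and 0 were higher and 2 lower at an unadjusted p up to 0.05. The list's adjusted p was 3.21e-04 with camera, and the adjusted p was 0.218 with an estimated correlation. Its median was -0.051 with the code series as a block, -0.024 (adjusted p = 0.265) within the lower series and -0.15 within the higher series. It was -0.031 without young rat 4, -0.034 without aged rat 6, -0.039 with quantile normalization and -0.031 with array weights. Myelin and oligodendrocyte genes moved the other way on the same arrays, with 29 of 31 higher in aged rats and a median of 0.28 (adjusted p = 5.54e-06 with camera, adjusted p = 0.650 with an estimated correlation, 0 passing when adjusted over the list alone and 6 higher at an unadjusted p up to 0.05). That median was 0.42 without young rat 1 or aged rat 2 and 0.17 without aged rat 4. Chance could not be excluded for the neuronal or the myelin list, as 17 and 28 of 100 drawn splits of the arrays gave a median as large.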

To formally test for similarity, we directly compared the aging transcriptional profiles of parietal cortex (present study) and hippocampus [28] at the gene, rather than the pathway, level. Only genes that were present and annotated in both studies (2794 genes) were evaluated. To determine a single Type I error cutoff (α level) for both studies, we constructed fold-enrichment graph (Fig. 6, upper) depicting the relative increase over chance discovery that real data comparisons show [as in [32]]. At a p-value cutoff of 0.05 (Fig. 6, dashed line), there appears to be a sharp upturn in fold-enrichment, indicating that genes assigned a p-value≤0.05 in both studies begin to show strong agreement with one another. Thus, the Type I error was set at α = 0.05 for comparison across the two studies.

**Figure 6:**
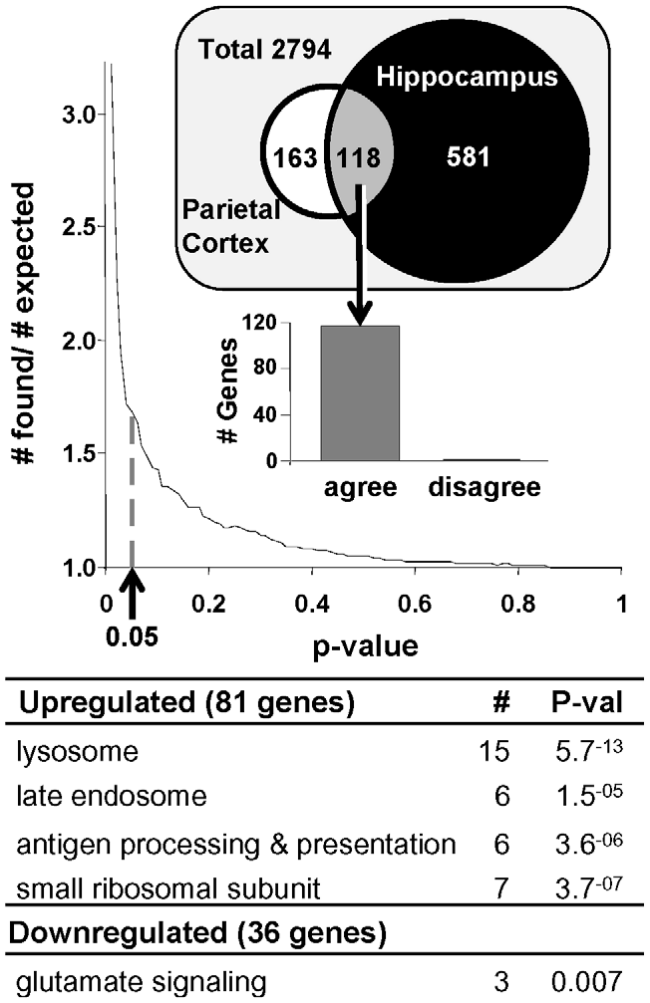
Similarity in aging transcriptional profiles across brain regions. The aging transcriptional signature for parietal cortex was contrasted with a prior study examining the transcriptional profile of aging in the hippocampus (Kadish et al., 2009). The proportion of genes found in the overlap divided by the number expected by chance in the overlap (y-axis) is plotted as a function of p-value cutoff (x-axis). We selected a p = 0.05 cutoff (arrow- dashed line) for our overlap analysis. **Venn diagram:** Out of 2794 total genes present in both studies, far more were significantly changed with age in hippocampus. Of the genes changed with age in parietal cortex, nearly half were also identified in hippocampus. **Right:** 117/118 overlapping genes agreed in direction (up or downregulated in both studies). **Lower:** DAVID analysis of common age-regulated genes. Functional group name, number of genes (#) and probability that number of genes in that category would be identified by chance (p-value) are shown.

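At an unadjusted p up to 0.05, 860 genes were higher and 347 lower in the aged parietal cortex, 1207 (9.11%) of the 13253 tested, where a flat distribution gives 663. As 8 of 100 drawn splits of the arrays into 6 and 6 gave at least 1207, the real one included (highest other 1571), chance could not be excluded for this number. With quantile normalization the split was 587 higher and 470 lower. Next to the genes past the adjusted threshold stood Ace, angiotensin-converting enzyme, with a signal of 65.4 ± 5.15 in young and 95.1 ± 10.2 in aged rats (SD, n = 6 each). Cpeb1, which binds messenger RNA at polyadenylation elements, had 575 ± 35.6 and 748 ± 47.1, and Aadat, an enzyme of tryptophan and lysine breakdown, 262 ± 32.7 and 373 ± 29.9. Among the lower genes were Slc25a14, a mitochondrial carrier, at 1274 ± 45.3 and 998 ± 64.1, and Pdp1, the phosphatase that activates pyruvate dehydrogenase, at 2320 ± 363 and 1609 ± 186. In each of these 5 genes all 6 aged rats lay beyond all 6 young rats, and their adjusted p-values from limma ran from 0.0516 to 0.182. Within the lower code series 611 genes reached the threshold, and 990 within the higher series.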

Parietal cortex yielded 281 significant genes and hippocampus 699 (Fig. 6, Venn diagram). 118 genes were common between the two studies. The probability of finding a certain number of genes in the overlap by chance can be estimated based on % significant genes in parietal cortex aging and % significant genes in hippocampal aging. The product of these two percentages gives the percentage of genes that should be found in the overlap (parietal cortex: 10% (281/2794) * hippocampus: 25% (699/2794)  = OVERLAP: 2.5% (or 70 genes). Here, we expect 70 genes and find 118- the actual number of genes in the overlap exceeds that expected by chance and was highly significant (p = 3.6^-8^, binomial test). Further, the majority of overlapping genes (117/118) agree in direction (Fig. 6, upper- inset) and, as reviewed above, reflect increased lysosomal and inflammatory processes with aging (Fig. 6, lower).

#### Behavioral transcriptional profile

404 genes were significantly correlated to latency on probe trial (Pearson's test, p≤0.01). 148 significant genes with negative R values showed reduced expression, and 256 with positive R values showed increased expression, as maze performance worsened (Fig. 5A). Functional grouping analysis (Table 1) shows increased transcriptional activity related to apoptosis (programmed cell death, cell cycle), macromolecular synthesis (translation initiation factor, protein transport, translation), and energy (carbohydrate catabolism). Downregulated categories appeared to strongly represent the neuronal compartment. 

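Genes of calcium channels, pumps and release channels were slightly lower in aged rats, with no single gene past the test. Of 40 such genes tested, 12 were higher and 28 lower, with a median log2 fold change of -0.10. Cacnb2, a subunit of voltage-gated calcium channels, had a signal of 868 ± 69.0 in young and 753 ± 39.4 in aged rats (SD, n = 6 each). Cacna1g, the pore of a T-type calcium channel, had 245 ± 22.1 and 211 ± 26.5. Cacng7 had 55.3 ± 9.41 and 41.1 ± 14.2. Atp2b3, a calcium pump of the plasma membrane, had a log2 fold change of -0.13 (standard error 0.058), and 0.087 when its probe sets were averaged. None of the 40 passed over all genes with limma or when adjusted over the list alone, and 0 were higher and 4 lower at an unadjusted p up to 0.05. The list's adjusted p was 9.61e-05 with camera, and the adjusted p was 0.205 with an estimated correlation. Chance could not be excluded for the list, as 11 of 100 drawn splits of the arrays gave a median as large. Its median was -0.088 with the code series as a block, -0.093 within the lower series and -0.030 (adjusted p = 0.0985) within the higher series, and it was -0.060 with every probe set on its own and -0.056 with the mean of probe sets. On the same arrays the neuronal marker list was lower, with a median of -0.059, and the myelin list higher, with 0.28. Dlg3, a scaffold of the postsynaptic density, had 1331 ± 70.0 in young and 1127 ± 125 in aged rats, an adjusted p of 0.358.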

Although genes in these categories were negatively correlated with latency on the water maze (their mRNA levels decreased as performance on the maze worsened), they were not significantly altered with age. It is interesting to note that the majority of behavior-identified genes (395/404; 98%) showed the same direction of change with age (negatively correlated genes were decreased with age, positively correlated behavior genes were increased). 

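Genes that the paper lists as correlated with maze latency differed little with age, mostly in the direction of their R value. Of the 256 genes with a positive R, 215 had a higher mean log2 signal in the 6 aged rats than in the 6 young rats and 41 a lower one, with a median difference of 0.060. Of the 148 genes with a negative R, 126 were lower and 22 higher, with a median of -0.11. The sign followed the R value in 341 of the 404 genes, or 84.4%. The paper's Direction column in Table S1 gives 395. With limma, 16 of the 404 genes had an unadjusted p up to 0.01 for age, 42 up to 0.05, and 0 passed after adjustment. Both sets were chosen by the paper on these same arrays, so their direction is not independent evidence. With the code series as a block 294 genes had the sign of R, and the number ran from 281 without aged rat 2 to 377 without aged rat 6.

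**Figure D4:**
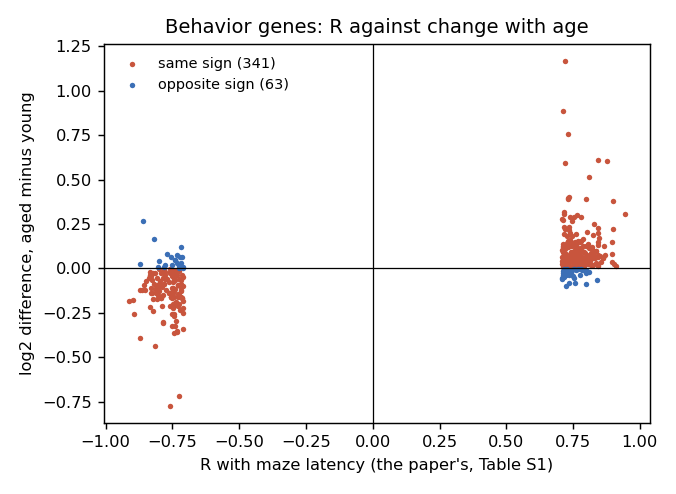
The paper's R with maze latency (x axis) and the log2 difference between aged and young means from the deposited arrays (y axis) for the 404 behavior genes, with 1 point per gene. Points whose signs match number 341.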

Although most were non-significant with age, this ‘directional agreement’ appears highly unlikely to be a chance occurrence. Assigning a simple binomial test 50% probability of up or downregulation (that is- by chance assuming that any gene selected by behavioral correlation has a 50% chance of being up- or downregulated by age) yields p<1^−12^ likelihood such directional agreement could have occurred by chance.

#### Relationship between aging and behavioral profiles

Based on the observations above, we performed an overlap analysis of aging and behavior significant genes. Twenty one genes were significant (p≤0.01) in both tests, and all agreed in direction (e.g., genes positively correlated with latency on the Morris water maze were increased with aging). 

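All 21 genes of both tests had the direction with age that the paper lists, 6 higher and 15 lower in aged rats, and none passed at an adjusted p under 0.05 over the 28193 probe sets tested. The class I histocompatibility gene RT1-Aw2 had a signal of 1162 ± 96.6 in young and 2230 ± 635 in aged rats (SD, n = 6 each), a log2 fold change of 0.89 (standard error 0.19, adjusted p = 0.241 from limma). H2-M3 is the name Table S1 gives to the probe set of RT1-M3-1, so the values under both names are 1 measurement. It had a log2 fold change of 0.39 (standard error 0.067, adjusted p = 0.131 over probe sets). Sult1a1, a sulfotransferase, had 499 ± 76.9 and 712 ± 93.1, and Cngb1, a subunit of a cyclic nucleotide-gated channel, 61.1 ± 31.7 and 126 ± 38.8. Among the lower genes was the growth factor Igf1, at 281 ± 27.8 and 227 ± 24.5. Neto2, an auxiliary protein of kainate receptors, had 1473 ± 114 and 1202 ± 125, and Emid1 298 ± 30.3 and 234 ± 22.5. The microglial receptor Trem2 had a log2 fold change of 0.76 (standard error 0.39). Among the young rats, rat 5 lay apart with the lowest RT1-Aw2 and the highest Neto2 signal.

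With limma, 9 of the 21 genes had an unadjusted p up to 0.01, 15 up to 0.05, and 11 passed when adjusted over the list alone, which is not independent evidence because the paper chose the genes on these arrays. Within the lower code series 3 genes had an unadjusted p up to 0.01, and within the higher series 0, where Dync2h1 and Nupl1 had the opposite direction.

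**Figure D5:**
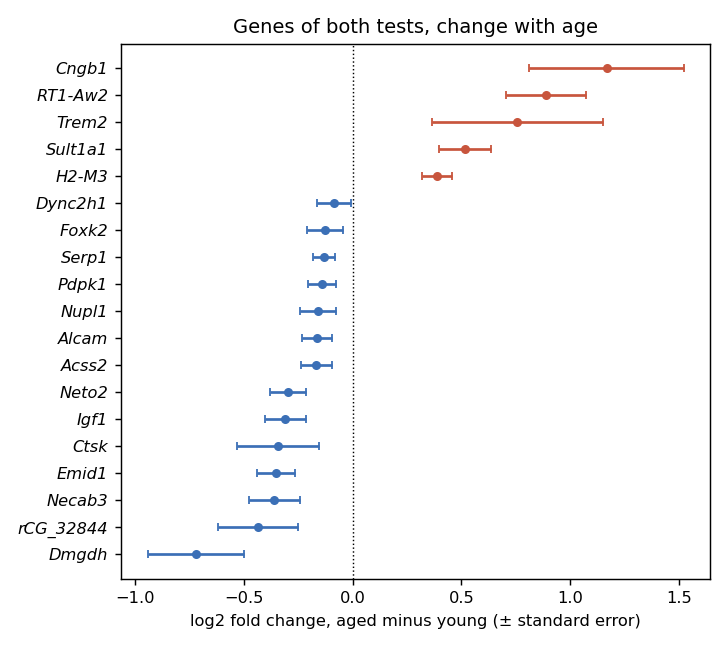
log2 fold change with age (x axis, aged minus young) of 19 of the 21 genes of both tests (y axis, symbols as in Table S1), with bars of 1 standard error from limma. The genes listed as higher lie above 0 and those listed as lower below it.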

By chance, 10 genes would be expected in the overlap. This small but significant set of genes include:

**Upregulated:** *Trem2* (Triggering receptor expressed on myeloid cells 2; may participate in activation of the immune response), *RT1-Aw2* (Class I histocompatibility antigen, Non-RT1.A alpha-1 chain; presentation of antigens to immune cells), *H2-M3 (*MHC class I antigen H-2M3), *Sult1a1* (Sulfotransferase 1A1), and *Cngb1* (Cyclic nucleotide-gated cation channel beta-1).
**Downregulated:** *Ccr5* (chemokine (C-C motif) receptor 5; receptor for inflammatory cytokines), *Dync2h1* (dynein cytoplasmic 2 heavy chain 1; involved in intracellular transport), *Dmgdh* (dimethylglycine dehydrogenase), *Neto2* (neuropilin [NRP] and tolloid [TLL]-like 2; receptor accessory subunit that increases kainate receptor activity), *Necab3* (N-terminal EF-hand calcium binding protein 3; a promoter of beta amyloid formation), *rCG_32844* (ubiquitin specific protease 43), *Emid1*(EMI domain containing 1), *Acss2* (acyl-CoA synthetase short-chain family member 2; activates acetate for lipid synthesis or energy production), *Serp1* (stress-associated endoplasmic reticulum protein 1; protects unfolded proteins in the ER from degradation), *Igf1* (insulin-like growth factor 1; similar to insulin with greater growth promoting activity), *Alcam* (activated leukocyte cell adhesion molecule; cell adhesion molecule involved in neurite extension), *Foxk2* (forkhead box K2; transcription factor that binds NFAT-like motifs in the interleukin 2 receptor coding region and can inhibit NFAT-mediated upregulation of cytokines), *Pdpk1* (3-phosphoinositide dependent protein kinase-1; phosphorylates and activates PKB/AKT, PKA, PKC-zeta, RPS6KA1 and RPS6KB1), *Nupl1* (nucleoporin like 1; Component of the nuclear pore complex, a complex required for the trafficking across the nuclear membrane), and *Ctsk* (cathepsin K; may play a role in extracellular matrix degradation).

By this analysis, 2.1x as many genes as would be expected by chance (21/10) were found in the overlap between behavior and aging. The same analysis in the Kadish data set (isolated young and aged subjects only) revealed 231 genes common to both aging and behavior, while only 31 would be expected by chance (6.75x increase over chance). The relationship between aging and behavioral transcriptional profiles appears much stronger in hippocampus than parietal cortex. This is consistent with hippocampus' reportedly more direct role in water maze performance and enhanced vulnerability to aging [56], [57].

#### Genes associated with inactive period deep sleep loss

Although we clearly saw a loss in both the power and the duration of inactive period deep sleep (Figs. 2 and 3), correlation analyses with transcriptional profiles did not identify a statistically reliable transcriptional signature in parietal cortex (Fig. 5a and b- nor was there a reliable correlation signature among aged animals alone- data not shown). Data mining analyses against a prior ‘extreme groups’ rodent hippocampal aging microarray study (impaired vs. unimpaired cognitive aging n = 20 F344 per group; hippocampal microarray- similar to the overlap analysis in Fig. 6) [27], did not reveal any significant similarity between sleep- and cognition- related genes in the two studies. However, significant genes from this analysis are included in Table 1 as this small subset could represent plausible candidates if replicated in future studies.

#### Genes associated with active period deep sleep gain

Because there was a significant, positive correlation between increased active period deep sleep and worsening maze performance (increased training path length), we also looked at transcriptional signatures correlated with this sleep behavior. The number of genes correlated with active period deep sleep did not exceed chance (∼404 genes expected at α = 0.05, 431 genes found; FDR = .94- data not shown). If partitioned by age, young subjects showed a profile with an FDR >1, while aged animals showed a statistically more reliable profile (∼404 genes expected, 560 genes found, FDR = 0.72; Table S2). Increasing the α stringency did not improve this relationship although relaxing it did worsen the FDR. As has been noted in prior work [58], pathway-level information can be more reliable than gene-level information, at least in part because of a ‘winnowing’ effect (false positives are less likely than true positives to participate in similar pathways). 

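Myelin genes varied widely between the 6 aged rats, while ribosomal protein genes varied little. The copy of Table S2 read here holds 559 of its 560 rows, and 18 rows for myelin and oligodendrocyte genes all have a negative R with active period deep sleep and 11 rows for ribosomal proteins all have a positive R, both the paper's values. Mog, a protein of the outer myelin surface, ranged from a signal of 913 to 2750 among aged rats, and Ugt8, which makes the myelin lipid galactosylceramide, from 599 to 1794. Mag, an adhesion protein of myelin, ranged from 863 to 2337. Among ribosomal proteins, Rps16 ranged from 8535 to 11049 and Rpsa from 5500.4 to 6043. The mean of the 31 myelin genes spanned a range of 1.14 log2 units in aged rats and 0.80 in young rats, and the mean of the 47 ribosomal protein genes ranges of 0.26 and 0.21.

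The means of the myelin and ribosomal lists were not correlated beyond chance across the 6 aged rats (Pearson's r = -0.084, exact permutation p = 0.881, and Spearman's rho = 0.14, exact permutation p = 0.803, two-sided) or across the 6 young rats (r = 0.14, exact permutation p = 0.783, and rho = 0.26, exact permutation p = 0.658). After Benjamini-Hochberg adjustment of the 2 Pearson tests, both exact permutation p-values were 0.881. Without the 2 rats farthest from the median, r was -0.21 in aged and 0.052 in young rats. With each rat's deviation from its code series mean, r was -0.16 in aged rats, and it was 0.26 with quantile normalization and -0.32 with median-centred arrays. With 6 rats per group these tests have little power, and both lists hold genes outside the rows of Table S2. They therefore do not decide on the paper's opposite R values of myelin and ribosomal genes. Sleep per rat was not used here, so the correlations with sleep were not recomputed.

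**Figure D6:**
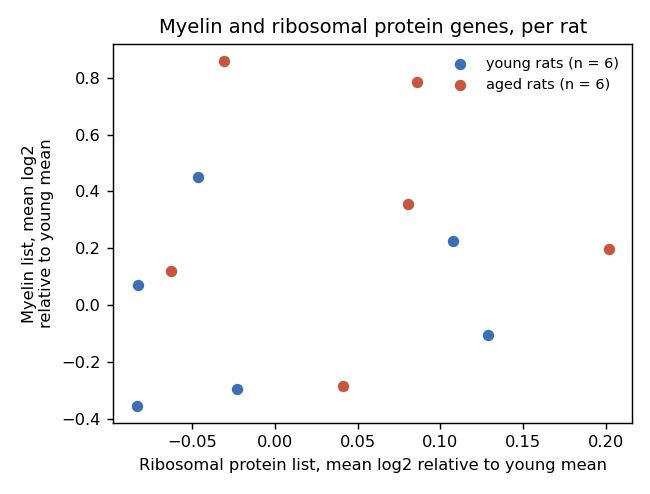
Mean log2 signal of the ribosomal protein list (x axis) and of the myelin list (y axis), each relative to the mean of the young rats, with 1 point for each of the 6 young and 6 aged rats. The aged rats spread over 1.14 log2 units of myelin signal and 0.26 of ribosomal protein signal.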

Intriguingly, the functional overrepresentation analysis of this set of genes did identify upregulated translational and downregulated neuronal/myelin pathways (Table 1, lower) that are consistent with current hypotheses regarding slow wave function in deep sleep.

Standardized tools (such as the DAVID suite of bioinformatic utilities used to help create Table 1 [59]) greatly facilitate identification of overrepresented functional pathways. However, assigning a probability to the likelihood that identified pathways support *a priori* hypotheses (like those related to slow wave sleep) requires a different approach. We re-examined DAVID output (note that the Functional Annotation Clustering option is used throughout DAVID analysis to reduce gene-level redundancy, an important consideration here). For positive correlations, there were 69 total gene pathways (clusters) identified by DAVID, 3 of which were significant. We then marked all 69 clusters as either supporting (6 clusters) or not supporting (63 clusters) macromolecular synthesis based on annotation content. 3/69 were significant (∼4%), 6/69 were hypothesis-related (∼9%), and the probability that a single pathway would be both significant and hypothesis-related is (9% * 4% = 0.4%). Overall, finding 3 significant and hypothesis-related pathways is highly unlikely (p = 0.0002; binomial test). Results for a similar analysis of downregulated pathways were: 89 total pathways (clusters): 6 (∼7%) significant; 10 hypothesis-related (associated with neuronal or myelin-related function, ∼11%); probability that 5 significant and hypothesis supporting pathways would be found by chance was highly unlikely (p = 7^-5^, binomial test).

## Discussion

### Sleep and cognition

A deficit in water maze performance reported here confirms numerous prior studies supporting the rat as a model of human age-related cognitive decline (reviewed in [60]). The observed loss of inactive period deep sleep duration and power with age is also commonly seen in humans [12], [41]. However, in rodent aging, researchers have variably reported no change in sleep [61], reduced or fragmented sleep [46], or changes in REM sleep [45], [62], [63]. Our results lend support to prior rodent studies [42], [43], [44], [64] showing deep, slow wave sleep loss during the inactive period with age. Discrepancies regarding sleep measures in prior studies may be related to different stress levels, a well understood disruptor of sleep [65]. Further, issues such as electrode placement and analysis technique could influence results. For instance, our results show that deep sleep's loss is light sleep's gain during the inactive period. This “see-saw” effect may have been missed in studies combining light and deep sleep into a single ‘non-REM’ category [42], [43]. Finally, the significant decrease in inactive period deep sleep was correlated with neither behavioral nor transcriptional profiles to an appreciable degree, contrary to our initial hypotheses.

Behavioral deficits did correlate significantly with *active* period deep sleep increases, particularly within the aged subjects. Prior work has shown that failed synaptic potentiation, and/or enhanced depotentiation corresponds to poor memory acquisition and is worsened with age [66], [67], [68], [69], [70]. Because two current hypotheses regarding the function of slow wave sleep (synaptic depotentiation [23], [24]; macromolecular synthesis [25]) could both conceivably contribute to this poor memory acquisition, we speculate that these deep sleep, slow wave driven processes, if engaged during the active rather than inactive period, may be disruptive to ordinary learning and memory processes. Regardless, understanding the mechanistic link between active period slow wave sleep and cognitive decline in aged rats may have important implications for understanding the role and consequences of breakthrough sleep, napping, and excessive daytime sleepiness on cognitive deficits in aging humans [41]. Although generally not as well studied, it is interesting to note that there are parallels in the human population, where complaints of nighttime (inactive period) sleep disturbances are more common, but excessive daytime sleepiness more strongly predicts poor mental function [71] and has been associated with increased risk of age-related cognitive decline, dementia, and neurodegenerative disease [72], [73].

### Microarrays

Transcriptional profiles of parietal cortex were interrogated for age, behavior, and sleep related gene expression. The aging profile was similar to that found in prior array studies. At the pathway level, upregulated inflammatory and endosomal processes appear consistent in rodent aging across multiple labs, array platforms, and brain regions [27], [28], [29], [49], [50], [51], [52], [53], [54], [55], [74] (although see [75]). Processes downregulated with aging have been more variable across brain regions, possibly because of regional differences in age-related selective neuronal vulnerability [56]. Although we report downregulation of genes associated with stress response and cell signaling pathways in aging parietal cortex, there was a notable lack of downregulated processes related to neurons (with the exception of neuron projection morphogenesis) in contrast to consistent findings across prior hippocampal aging studies [27], [28], [29], [30], [52], [53]. Further studies examining neuron [76] and other brain cell-type specific array signatures [77] may help to address these concerns. Nonetheless, our analyses juxtaposing aging parietal cortex to published hippocampal array data with the same rat strain, gender, age range, and microarray chip design yielded strong and significant validation (Fig. 6).

Behavior alone explained more of the variability in gene expression than either aging or sleep measures. As performance in the water maze worsened, the expression levels of genes related to synaptic structure and Ca^2+^ homeostasis declined. These findings support prior work attributing age-related cognitive deficits to reduced synapse number (decreased post-synaptic densities) [57], [70], [78], [79] and Ca^2+^ dyshomeostasis, a key and well-supported hypothesis of neuronal dysfunction with aging [80], [81], [82], [83], [84], [85]. We also hypothesized that the relationship between behavior and age-related gene expression would be weaker in parietal cortex than hippocampus (a brain region known to be important for Morris water maze performance). We tested this by evaluating the number of genes whose expression levels were both significantly changed with aging as well as correlated with behavior. There was a 2-fold enrichment in parietal cortex, and a 6-fold enrichment in prior hippocampal studies. While both enrichments are significant, these data support the conclusion that aging gene signatures in the hippocampus appear more strongly related to water maze performance than those in the parietal cortex.

We tested the hypothesis that deep sleep and gene expression measures taken from parietal cortex would correlate. Parallel to behavioral associations, gene profiles were not related to inactive period deep sleep, but were tied to active period deep sleep, particularly among aged subjects. Unlike the behavior/aging signature, no prior work exists with which to validate this signature. Therefore, results are provided separately (Table S2) and should be interpreted with care. Intriguingly, despite these cautions, it is interesting to note that, among this set of active period deep sleep correlated genes, increased expression profiles related to translation and decreased profiles related neuron/myelin processes lend support to both the macromolecular synthesis [86] and synaptic depotentiating [23] hypotheses of deep sleep function. As has been noted in prior work [58], pathway-level information can be more reliable than gene-level information, at least in part because of a ‘winnowing’ effect (false positives are less likely than true positives to participate in similar pathways).

### Caveats

This study likely represents a small piece of a much larger puzzle on sleep and cognition with aging involving other brain regions (e.g., hippocampus, hypothalamus), cell-types (e.g., astrocytes, neurons), and sleep stages (e.g., REM, light sleep- including temporal isolation of tissue during sleep stages [25], ). Although there are several positive and new findings presented here, we also conclude that inactive period deep sleep, as measured from parietal cortex, does not correlate with maze performance or gene expression. Further studies increasing the number of subjects, or employing an alternative ‘extreme groups’ experimental design (for example see [27], [90], [91]- separating aged subjects into impaired and unimpaired based on behavior) may reveal this to be a false negative. However, our analyses comparing results to prior ‘extreme groups’ data (see Results- genes associated with inactive period deep sleep loss) did not demonstrate any significant trends. Additionally, the present study was sufficiently powered to detect age-related maze deficits, deep sleep loss, transcriptional alterations, and even an intriguing correlation with active period deep sleep. Taken together, these observations suggest the more likely scenario that age-related maze performance deficits are more directly tied to active period deep sleep gain than to inactive period deep sleep loss.

### Summary

The F344 rat models some common sleep architecture and cognitive changes seen with age in humans, including the cognitively disrupting influence of active period deep sleep. Microarray analysis suggests that the molecular processes, as far as they can be appreciated by mRNA measurement, engaged by active period deep sleep are consistent with the macromolecular and synaptic functions that have been ascribed to deep sleep. Thus, we propose that active period deep sleep is temporally misaligned but mechanistically intact in age. This leads us to the following observations/conjectures. First, it appears that aged brain tissue is capable of generating the slow waves necessary for deep sleep, albeit at a weaker intensity than in young. Second, this activity, presented during the active period, appears disruptive rather than beneficial to cognition. Third, it is possible that this active period deep sleep is a cognitively pathologic attempt to recover age-related loss of inactive period deep sleep. Finally, therapeutic strategies aimed at reducing active period deep sleep (e.g., by promoting active period wakefulness and/or inactive period deep sleep) may be highly relevant to cognitive function in the aging community.

## Supporting Information

Table S1 622 genes significant by at least one of three statistical tests (ttest- young vs. aged; Pearson's correlation - Morris water maze behavior; Pearson's correlation- Inactive period deep sleep duration) are listed in alphabetical order. Probe set ID (Affymetrix), Gene Title, Young and Aged average and SEM are also given, along with test p-values and R-values (where appropriate). 

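Table S1 gives, for each listed probe set, a mean per age group, the p-value and direction of the age test, and R and p for the correlations. The copy read here holds 620 of the 622 rows, with all 205 age genes, 85 listed as up and 120 as down. For all 85 genes listed as up, the column headed Aged holds the lower mean, and for all 120 listed as down it holds the higher mean. On the deposited arrays, the aged rats had the higher mean log2 signal for all 85 genes listed as up. Of the 120 listed as down, 117 were lower in aged rats and 3 higher. Galm and Npc2, for example, are listed as up and were higher on the arrays of aged rats. Over the 205 genes, the table's Young minus Aged difference correlated with the arrays' aged minus young difference at r = 0.934, across genes, which are not independent replicates. In 610 of the 620 rows the Direction column and the mean columns run opposite ways. With the methods' t-test on the log2 of the deposited values, 81 of the 205 probe sets reached an unadjusted p of 0.01 and 136 reached 0.05.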

Significant p-values (≤0.01) are color coded red (for age upregulated, or behavior positive, or inactive period deep sleep negative) or blue (for age downregulated, behavior negative, or inactive period deep sleep positive).
(XLS) Click here for additional data file.

Table S2 560 genes significantly correlated (p≤0.05; Pearson's test) with active period deep sleep. These are listed in alphabetical order by gene symbol. Probe set ID (Affymetrix), Gene Title, R value, and p-value are also included.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

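The data are 12 arrays of parietal cortex RNA, 6 from young and 6 from aged F344 rats, as the paper and the sample titles give them, while the tissue field of the labels names frontal cortex. The authors deposited 1 signal intensity per probe set and array, on a linear scale, and the mean of each array, with 2% of the values trimmed at each end, was 500.1. The submitters' processing notes name MAS5, GCRMA and R 2.7.1, and the methods name gcRMA. The methods state that gcRMA, run in R, calculated the signal intensities, and that gcRMA signals were deposited. They also give an Affymetrix scaling factor based on a target intensity of 500, and the trimmed mean of each deposited array lies close to this target. The role of MAS5 and the order of the steps are not given in the sources used here. The values tested may therefore differ from the gcRMA values of the paper. How far this accounts for differences from the paper's counts, directions and p-values was not tested. The design of the tests assumed log2 gcRMA values. Because the deposited values are linear intensities, their log2 was taken, without further normalization, and the paper's cutoff of 4.3 on the log2 scale (a signal of 19.7) was kept, although the signal distribution on this scale differs from that of the paper.

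Gene symbols come from the platform annotation given with the data, updated by gene ID through a table of rat genes, in which the gene IDs of 20764 probe sets were found. Of 31099 probe sets, 20832 have 1 symbol, 436 several and 9831 none. Probe sets with several symbols or none were left out of the test of genes, each gene was represented by its probe set with the highest mean over the 12 arrays, and genes above the cutoff on at least 3 arrays were tested. The A grade of the annotation was not used here. Water maze latency and sleep per rat were not used here either, so the correlations of the paper were not recomputed, and R values are those of Tables S1 and S2, of which 620 of 622 and 559 of 560 rows were read.

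Aged and young rats were compared on the log2 scale with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes tested. The 21 genes of both tests were fitted by probe set over 28193 probe sets, because some have no symbol in the annotation. The values of 2 of them are not reported here, and counts of the 21 genes include them. The shift of 24 gene lists was tested with camera, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation. With fry it was tested whether the genes of a list move, on balance, one way, a test that compares a list with no other genes. The lists cover the lysosome, antigen presentation, microglia and complement, blood cells, cytosolic ribosomal proteins and their small subunit, the mitochondrial respiratory chain, translation factors, myelin, oligodendrocyte progenitors, astrocytes, neurons, the postsynaptic density, calcium channels, activity-regulated genes, heat shock and endoplasmic reticulum stress, the circadian clock, cholesterol and fatty acid synthesis, endothelium, choroid plexus, meninges, striatum, hippocampus and thalamus. List members were matched by symbol only. A match through older synonyms was dropped after wrong matches were seen. Correlations across rats have exact permutation p-values. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

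The tests of age, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from the joint omission of aged rats 2 and 6 and the rule that takes the low peak of the signal distribution from the largest fall between bins below the cutoff. Also set after the data were seen was a lower bound for the fold of a named gene that lies below the cutoff in every rat of a group, Myzap and S100a8, which is the mean of the brighter group against the cutoff, on the log2 scale. Named are the genes the paper names as significant in both tests, the 12 genes with the smallest limma p in each direction, and the 4 genes with the smallest p in each list. The values of Tables S1 and S2 had been seen when the rule and the lists were written. A gene is said to rise or fall only at an adjusted p under 0.05 over all genes. The alternatives were quantile normalization, median centring, no filter and a stricter filter, every probe set on its own, the mean of a gene's probe sets, limma with an intensity trend and robust variances, array weights, the methods' t-test, a test with unequal variances, the subject number as a block, the series of sample codes as a block and each series alone, and each rat left out in turn. For the filter, cutoffs of 3.5 and 5.5 were tried, for the signal distribution a bin width of 0.2, and for the correlation across rats Spearman's rho.

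The steps were tested on simulated data with the real means and spread of the 13253 genes for the comparison of aged with young rats. Of 50 genes changed at each size, 10 were recovered at an adjusted p under 0.05 for a 1.25-fold change, 27 for 1.5-fold, 38 for 2-fold and 44 for 3-fold, and 8 of 13053 unchanged genes were called. A lysosome list shifted by 0.15 on the log2 scale had an adjusted p of 1.09e-18 with camera, and 0 of 23 other lists were called. The simulated genes vary independently, and on the real arrays other splits of the rats gave a median of 6 lists past camera. The arrays are separate animals, and their number sets the precision. The mean correlation of an array with the others ran from 0.945 (aged rat 2) to 0.957 (young rat 2).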

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

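The tests of raised low signals, of the dim genes without aged rat 6, of white matter, of red cell against neutrophil genes, of activity-regulated against neuronal genes, the permutations of the activity-regulated mean with and without young rat 2 and the bound for Myzap were chosen after the results were seen, while the other splits of the 12 arrays and camera without young rat 2 were chosen before.

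In 7 of the 140 groups of 6 rats tested, a rat stood apart from the others by Dixon's ratio (its gap to the nearest rat over the range of the group), and chance gives about 1 in 20. Aged rat 6 had the highest mean of the microglia and complement list (ratio 0.627), 0.78 above the young mean on the log2 scale against 0.061 to 0.33 in the other aged rats. It also had the highest median signal (ratio 0.647), 194.3 against 167.9 to 177.2. Young rat 4 had the highest Myzap signal (ratio 0.662), 13.7 against 6.93 to 9.23 in the other young rats. Aged rat 2 had the highest Slc22a3 signal (ratio 0.655), 118 against 61.5 to 80.9 in the other aged rats. Among the genes of both tests, young rat 1 had the lowest Alcam signal (ratio 0.696), 4386 against 5045 to 5332. Young rat 5 had the highest Neto2 signal (ratio 0.652), 1690.1 against 1376 to 1485, and the lowest RT1-Aw2 signal (ratio 0.691), 973 against 1162 to 1247.

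Of the 7 genes past the adjusted threshold, 3 are not in the copy of Table S1 read here: Myzap with a log2 fold change of at least 0.74 (young signals set to the cutoff), Jhy with 1.18 and Sft2d2 with 0.57 (0.31 with the mean of probe sets). Only 1 of 100 drawn splits of the arrays reached 7 genes, the real one, with a highest other of 2. This was not adjusted for the 18 results tested against the splits. With 1 rat left out the number ran from 0, without young rat 1, to 8. The splits alone thus do not firmly exclude chance for the 7 genes. For the 334 genes at an unadjusted p up to 0.01 (5 splits, highest other 415) and the 1207 up to 0.05 (8 splits, highest other 1571) chance could not be excluded. These splits were drawn from all 462 possible ones, without regard to code series or subject number.

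For age, the text and Table 1 of the paper do not discuss 4 lists that passed camera with the preset correlation. These are activity-regulated genes (median -0.19), blood cells (median 0.46), myelin (median 0.28) and the respiratory chain (median -0.022). With an estimated correlation none of the 4 lists passed, at adjusted p-values of 0.218, 0.205, 0.650 and 0.739 in this order. Table 1 does name leukocyte chemotaxis for age, and myelination as lower with active period deep sleep in aged rats. In the blood cell list S100a8 lay below the cutoff in all young rats. With signals below the cutoff set to it, the mean log2 difference was 0.37 for the red cell genes Hbb, Alas2 and Slc4a1 and 1.38 for S100a8 and S100a9, a ratio of 0.271. On the values as measured, the ratio was 0.200 to both genes and 0.239 to S100a9 alone. The exact permutation p of each difference was 0.00216, the smallest that 6 rats against 6 allow. The comparison bears on whole blood left in the aged pieces. S100a8 and S100a9 had the smallest p of the list, with all 6 aged rats above all 6 young rats, and were picked after this was seen. The permutation p is thus not independent evidence, and whole blood cannot be told apart. Chance could not be excluded for the list (14 of 100 splits, 0.46 against a highest other of 0.61).

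Of the 54 activity-regulated genes, 42 were lower in aged rats. Without young rat 2, which had high values, the median was -0.12 and the adjusted p from camera 2.84e-05, but camera with a preset correlation does not measure the spread between arrays, and the exact permutation p of the list mean was 0.245 with all 12 arrays and 0.487 without that rat, so whether its array is the cause cannot be told apart. A lower share of neurons in the aged pieces cannot be told apart, since the activity-regulated minus the neuronal mean differed between aged and young rats by -0.16 with an exact permutation p of 0.455. Chance could not be excluded (21 of 100 splits, 0.19 against a highest other of 0.38). A difference with age in neuronal activity stays open and was not tested.

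The mean of the myelin list was 0.34 higher in aged rats, with an SD of 0.43 among aged and 0.31 among young rats and 2 aged rats above every young rat. More white matter in some dissected pieces may account for it, and 88.0% of the variation within groups lay on 1 component. The exact permutation p of the list mean was 0.158, and white matter cannot be told apart from a change of myelin with age, because both raise the same genes. Chance could not be excluded (28 of 100 splits, 0.28 against a highest other of 0.60), and the median was 0.17 without aged rat 4 and 0.42 without young rat 1 or aged rat 2. A change of myelin with age stays open and was not tested.

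Among the dimmest 3314 genes, 91 were higher and 15 lower in aged rats at an unadjusted p up to 0.01, or 85.8% higher, and the excess extended to the next 3313 genes, with mean log2 signals from 6.67 to 8.55, where 95 were higher and 18 lower. Low signals raised on the aged arrays by the scaling may contribute, since the 2906 probe sets that failed the presence filter had a median log2 difference of 0.18, with 62.1% higher in aged rats. The exact permutation p of the arrays' means of these probe sets was 0.0736, so this cannot be told apart from chance differences between arrays. Without aged rat 6, 65 of the dimmest genes were higher and 19 lower, or 77.4% higher, but the exact permutation p of the arrays' means of these genes was 0.104 (0.0498 with all 12 arrays), so a raised array of that rat cannot be told apart either. A change with age in weakly expressed genes stays open and was not tested.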

How the results depend on the processing

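Only the joint omission of aged rats 2 and 6 was chosen after the data were seen. Over all alternatives, 583 list values stayed on their side of the threshold, 41 lost the call, 22 gained one and 2 turned. The direction of lists not called under either setting was not compared. For the named genes 2804 values kept direction and side, 86 lost the call, 23 gained one and 7 turned. Of 26 other settings (24 for Myzap), the adjusted threshold was passed by Myzap and Slc22a3 in 19, Npc2 in 17, Sft2d2 in 15, Galm in 11, Jhy in 7 and Lcp1 in 6. With camera at the preset correlation, the lysosome, antigen presentation, microglia, postsynaptic, heat shock, myelin and activity-regulated lists passed under all 25 other settings of values and arrays. Among these settings, the intensity trend with robust variances left the camera values as in the main fit, so it is no separate check of the lists. The cause of each change below was not tested, except that settings with fewer arrays have less power. On arrays, dim signals limit the precision, as for Myzap, which lies below the cutoff in young rats.

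The number of genes at an adjusted p under 0.05 (7) was 4 with quantile normalization, 18 with an intensity trend and robust variances, 13 with array weights, 2 with unequal variances, 1 without aged rats 2 and 6, and 0 with limma within the lower code series (611 at an unadjusted p up to 0.05) and the higher (990). With 1 rat left out it ran from 0 without young rat 1 (1260 at an unadjusted p up to 0.05) to 8 without young rat 3 or aged rat 4. At p up to 0.01 (334) it was 605 with every probe set on its own, 159 within the lower series and 196 within the higher. At p up to 0.05 (1207) it was 2198 with every probe set and 611 within the lower series. The subject numbers were not taken to pair the rats, since 4 of 6 same-numbered pairs, not all, had deviations correlated over 0.1 (lowest -0.040). As a hint from the data, 5 of 6 aged arrays correlated best with their own number, and unmatched pairs had a median of -0.037. With the replicate block 2 genes passed the adjusted threshold and 421 had p up to 0.01.

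Of 24 lists 12 passed with the preset correlation, 0 with an estimated correlation and 2 with fry, which compares a list with no other genes, the lysosome and antigen presentation. The medians stay the same in these tests. Lost with an estimated correlation were, among the 12, lysosome (0.14), antigen presentation (0.18), microglia (0.24), neurons (-0.059), postsynaptic density (-0.096), calcium channels (-0.10) and heat shock (-0.084), and with fry the last 5 of these. Neurons were lost within the lower series (-0.024), and calcium channels within the higher (-0.030). The small ribosomal subunit (0.073) passed with quantile normalization (0.070), every probe set (0.079) and the lower series (0.090), and without young rat 3 (0.094), young rat 4 or aged rat 5 (0.11 each), and ran from 0.048 to 0.11 with 1 rat left out. The respiratory chain (-0.022) turned to 0.027 within the lower series, and ribosomal proteins (0.0070) turned in camera's direction within the higher.

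Of the genes of both tests, 3 had p up to 0.01 within the lower series and 0 within the higher, where 19 of 21 kept their direction and Dync2h1 (0.089) and Nupl1 (0.031) turned. The mean of probe sets turned Atp2b3 (0.087), Eif4g3 (0.40), Kcne2 (-0.047) and Tnfaip6 (0.41), and was not run for the genes of both tests. Cspg4 (-0.020) and Per3 (-0.0011) turned within the lower series and Col8a1 (-0.65) within the higher. The correlation of myelin with ribosomal lists in aged rats (-0.084) was 0.14 with Spearman's rho, 0.26 with quantile normalization, -0.32 with median-centred arrays and -0.30 to 0.24 with 1 rat left out. The peak signal was 8.70 with bins of 0.2.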

Differences from the paper's values

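No alternative of this part was chosen after the values were seen, except the joint omission of aged rats 2 and 6. The rule that picks the low peak of the signal distribution was also set after the data were seen.

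The paper's number of genes retained is 8080, and 13253 genes passed here without its A grade. The values were within 1.5 times of the paper's with a cutoff of 5.5 (11952) or above 4.3 on all arrays (11434), and not with a cutoff of 3.5 (13712).

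The paper counts 205 age genes at p up to 0.01, and 334 were found here with limma. Values within 1.5 times came with quantile normalization (292), the test with unequal variances (279), within the lower code series (159) and the higher (196), and without young rat 2 (273), 4 (304), 5 (263) or 6 (283) or aged rat 1 (293), 4 (285), 5 (305) or 6 (274). The methods' t-test (325), median centring (332), no filter (344), all arrays above 4.3 (327), every probe set on its own (605), the mean of probe sets (331), the intensity trend (354), array weights (408), the replicate block (421), the code series block (364) and the other omissions, from 309 to 455, were not, nor was the joint omission of aged rats 2 and 6 (330). The paper's number of higher genes is 85, and 254 were found here. Only the lower code series (118) came within 1.5 times, and all other alternatives lay from 152 to 460. As shares of the genes tested the paper's count is 2.54% and the count here 2.52%, and all settings but the lower series (1.24%) and the higher (1.54%) came within 1.5 times. The share of higher genes is 1.05% in the paper and 1.92% here, within 1.5 times only with quantile normalization (1.36%), unequal variances (1.46%), the lower (0.918%) and higher series (1.19%) and without aged rat 6 (1.39%). The share of lower genes is 1.49% in the paper and 0.604% here, from 0.319% to 0.919% over all settings, none within 1.5 times. The paper's number of lower genes is 120, and 80 were found here, within 1.5 times. Also within were quantile normalization (112), every probe set (145), the intensity trend (102), array weights (108), the methods' t-test (102), unequal variances and the replicate block (85 each), without aged rat 2 (121) or 6 (91), and the joint omission (115), chosen after the values were seen. Median centring (64), no filter (77), all arrays above 4.3 (73), the mean of probe sets (76), the code series block (78), the lower series (41), the higher (44) and the other omissions, from 46 without young rat 6 to 79 without young rat 1, were not.

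In Table S1, the paper's Aged mean is above its Young mean for 0 of the 85 age genes listed as up, and on the arrays for 85 of 85 (84 with quantile normalization, 85 with median centring). The table's Aged mean is above for 120 of the 120 listed as down, and on the arrays for 3 (2 with quantile normalization, 3 with median centring). No alternative reached the table's values. Across the 205 genes the table's Young minus Aged difference correlated with the arrays' aged minus young difference at 0.934, and 85 of the genes listed as up were higher and 117 of those listed as down were lower on the arrays.

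The paper describes a low noise peak in its signal histogram, drawn as the higher of its peaks in Fig. 5C. On the deposited scale the low peak was small, with 1654 values at 2.95 against 5291 in the highest bin, at 8.55, and the lowest point after it was at 3.15 with bins of 0.1 and 3.10 with bins of 0.2. The pie chart of behavior genes in Fig. 5A prints the larger number under downregulated, while the text and Table S1 give the larger number, 256, a positive R. The paper states that, against earlier work on hippocampus, neuronal processes were missing among those lower with age, apart from the shaping of neuron projections. Here no hippocampal data were compared. Of 41 neuronal genes 32 were lower here and the list passed with the preset correlation, while with an estimated correlation the list did not pass (adjusted p = 0.218). Table 1 of the paper lists the cytosolic small ribosomal subunit as higher with age. Of its 14 genes 12 were higher here (median 0.073), and the list did not pass camera (adjusted p = 0.0844), but passed with quantile normalization, every probe set on its own, within the lower series, and without young rat 3 or 4 or aged rat 5. The paper states that genes of the categories lower with worse maze performance, calcium transport and the postsynaptic density among them, were not significantly altered with age. No gene of either list passed here over all genes, but both lists passed camera as lower with the preset correlation, and neither did with an estimated correlation (adjusted p = 0.205 and 0.125).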

Other observations

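The other splits of the arrays and the arbitrary orderings were chosen before the results were seen. The bound for S100a8, the permutation of the activity-regulated mean and the joint omission of aged rats 2 and 6 were chosen after.

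Genes induced by neuronal activity were lower in the aged cortex, but chance could not be excluded for the list. Of 100 drawn splits 21 gave a median as large, and the exact permutation p of the list mean was 0.245. Inhba, a subunit of activin A, had a signal of 952 ± 208 in young and 489 ± 152 in aged rats (SD, n = 6 each), with all 6 aged rats below all 6 young rats. Bdnf, a neurotrophin, had 782 ± 131 and 528 ± 132, and Crem, a regulator of transcription through cAMP, 984 ± 132 and 746 ± 96.2. Tnfaip6 had 159 ± 31.0 and 111 ± 9.04, but its log2 fold change was 0.41 when its probe sets were averaged. None of the 54 genes passed over all genes with limma, 0 higher and 2 lower passed when adjusted over the list alone, and 0 were higher and 10 lower at an unadjusted p up to 0.05. The list's adjusted p was 2.65e-09 with camera, and the adjusted p was 0.218 with an estimated correlation. Its median was -0.22 with the code series as a block, -0.32 within the lower series and -0.25 within the higher series, and -0.12 without young rat 2. The neuronal marker list had a median of -0.059 on the same arrays.

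Calcium-binding proteins of neutrophils and monocytes led the blood cell list, on arrays where the microglia list had a median of 0.24. S100a9 was 3.03-fold higher in aged rats, at 148 ± 59.1 against 48.1 ± 15.5 in young rats, and S100a8 at least 2.23-fold higher with young signals set to the cutoff, at 46.8 ± 18.3 against 11.8 ± 7.29, below the cutoff in all 6 young rats (SD, n = 6 each). Of the 10 genes 9 were higher, and 2 higher and 0 lower passed when adjusted over the list alone. The list's adjusted p was 0.00930 with camera, and the adjusted p was 0.205 with an estimated correlation. The median was 0.52 with the code series as a block, 0.32 within the lower series, 0.51 (adjusted p = 0.380) within the higher and 0.24 with no filter. In the myelin list Qdpr was 1.52-fold and Hapln2 1.70-fold higher, with adjusted p-values of 0.294 and 0.383 from limma. The median of that list was 0.22 with the code series as a block, 0.23 within the lower series and 0.37 within the higher, 0.42 without young rat 1 or aged rat 2, and 0.17 without aged rat 4. Of 47 ribosomal protein genes 39 were higher and 8 lower (median 0.065, adjusted p = 0.0214 with camera, adjusted p = 0.739 with an estimated correlation). The median was 0.056 with the code series as a block, 0.085 within the lower series and 0.0070 (adjusted p = 0.723) within the higher, and the call was lost without young rat 1, 2, 5 or 6 or aged rat 2 or 3 (medians from 0.038 to 0.053) and without aged rats 2 and 6 (0.036). Of 78 respiratory chain genes 24 were higher and 54 lower (median -0.022, mean 0.0063, adjusted p = 0.0377 and lower with camera, adjusted p = 0.739 with an estimated correlation). The median was -0.036 with the block, 0.027 (adjusted p = 0.476) within the lower series and -0.11 within the higher, and the call was lost without young rat 1, 3 or 4 or aged rat 1, 5 or 6 (medians from -0.024 to 0.010), while the median was -0.034 without young rat 2, -0.036 without young rat 5 or 6, -0.046 without aged rat 2 and -0.035 without aged rat 4. The call was also lost with quantile normalization (-0.0088, adjusted p = 0.809), with array weights (-0.0047, adjusted p = 0.214) and without aged rats 2 and 6 (-0.011). In both lists 0 genes passed when adjusted over the list alone with limma, and 2 ribosomal protein genes and 1 respiratory chain gene were higher at an unadjusted p up to 0.05.

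The other lists did not pass camera with the preset correlation. The adjusted p was 0.0506 for 56 translation factors, of which 25 were higher and 31 lower (median -0.024, lower with camera), and 1 gene, Eif4ebp1, passed as higher when adjusted over the list alone. That list passed in 9 of 25 other settings, as with the code series as a block (-0.031, adjusted p = 0.0124), within the higher series (-0.031), and without young rat 2 (-0.027), 5 (-0.038) or 6 (-0.032) or aged rat 3 (-0.021) or 4 (-0.035), and over these settings its median ran from -0.038 to 0.0039 and its adjusted p from 0.0121 to 0.699. For the 14 genes of the small ribosomal subunit the adjusted p was 0.0844, and the list passed without young rat 3 (0.094), young rat 4 or aged rat 5 (0.11 each). Further adjusted p-values were 0.335 for oligodendrocyte progenitors, 0.249 for astrocytes and also for cholesterol and fatty acid synthesis, 0.343 for the circadian clock and 0.120 for endothelium. Astrocytes passed with quantile normalization (0.047) and without young rat 4 (0.075), cholesterol and fatty acid synthesis within the lower series (-0.057) and without young rat 6 (-0.040) or aged rat 1 (-0.039), and endothelium within the higher series (0.28) and without aged rat 2 (0.17). For neighbouring tissues the adjusted p was 0.518 for choroid plexus, 0.874 for meninges, where Col5a2 passed as higher when adjusted over the list alone, 0.753 for striatum, 0.974 for hippocampus and 0.738 for thalamus. The hippocampus list had a median of 0.055 and a mean of -0.031, and the striatum list a median of -0.00036 and a mean of 0.0045. Gfap, the filament protein of astrocytes, had 4505 ± 1425 in young and 5876 ± 1430 in aged rats (adjusted p = 0.569 from limma).

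Among 100 drawn splits of the arrays, the real one included, few gave as large a shift of the lysosome list (1 split, 0.14 against a highest other of 0.11). The same held for antigen presentation (4 splits, 0.18 against 0.22) and heat shock genes (3 splits, 0.084 against 0.085, with a median of -0.055 without aged rat 6). Of the genes in these lists, 11, 4 and 5 are among the age genes of Table S1, in this order. The p-values for age in that table come from these arrays and had been seen when the lists were written. The splits therefore do not exclude chance for these lists. The numbers of splits are not adjusted for the 18 results tested against them, and with an estimated correlation the adjusted p of these lists was 0.125, 0.205 and 0.125. Chance was not excluded for microglia (8 splits, 0.24 against 0.32), ribosomal proteins (20 splits, 0.065 against 0.18), the respiratory chain (61 splits, 0.022 against 0.11), neurons (17 splits, 0.059 against 0.090), the postsynaptic density (7 splits, 0.096 against 0.14) and calcium channels (11 splits, 0.10 against 0.13), nor for the number of lists that passed camera (7 splits, 12 against a highest other of 14 and a median of 6). For the 341 behavior genes whose sign of R follows age it was not excluded (22 splits, highest other 392). The genes of both tests at p up to 0.01 numbered 9 (1 split, highest other 6), but the paper chose them by their p for age on these arrays, which fixes this outcome, so it decides nothing about chance.

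An arbitrary ordering of the rats was tested as an explanation for the paper's correlation counts. Of 100 random vectors over the 12 rats, 1 reached the paper's 5% of genes at p up to 0.01 for latency (median 0.762%, highest 5.24%). Of 100 over the 6 aged rats, 24 reached the paper's 6.93% at p up to 0.05 for active period deep sleep (median 4.42%, highest 15.6%). The paper's shares are over its 8080 genes and the vectors ran over 13253 genes of the deposited arrays, so for both measures an arbitrary ordering cannot be told apart from a relation. The bar set for exclusion, fewer than 5 vectors, assumed the same genes and values on both sides, so 1 vector for latency does not exclude it. Across aged rats, genes of Table S2 with R of the same sign had a median pairwise correlation of 0.50 and genes of opposite sign -0.48, against 0.20 and -0.18 across young rats. The paper chose these genes on the same aged arrays, so the difference between the age groups is not independent evidence, and it was not tested.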
